# Comparative High-Resolution Transcriptome Sequencing of Lymphoma Cell Lines and *de novo* Lymphomas Reveals Cell-Line-Specific Pathway Dysregulation

**DOI:** 10.1038/s41598-018-23207-7

**Published:** 2018-04-19

**Authors:** Leila Taher, Julia Beck, Wen Liu, Catrin Roolf, Jan T. Soller, Barbara C. Rütgen, Sabine E. Hammer, Murali Chodisetti, Sina Sender, Katharina A. Sterenczak, Georg Fuellen, Christian Junghanss, Bertram Brenig, Ingo Nolte, Ekkehard Schütz, Hugo Murua Escobar

## Abstract

In dogs as well as humans, lymphoma is one of the most common hematopoietic malignancies. Furthermore, due to its characteristics, canine lymphoma is recognized as a clinically relevant *in vivo* model to study the corresponding human disease. Immortalized cell lines are widely used as *in vitro* models to evaluate novel therapeutic agents and characterize their molecular mechanisms. However, it is known that long-term cultivation leads to clonal selection, genetic instability, and loss of the initial heterogenic character, limiting the usefulness of cell lines as preclinical models. Herein, we present a systematic characterization and comparison of the transcriptomic landscape of canine primary B- and T-cell lymphomas, five lymphoid cell lines (CLBL-1, CLBL-1M, GL-1, CL-1, and OSW) and four non-neoplastic control samples. We found that lymphomas and cell lines exhibit a common “differentiation and proliferation signature”. However, our analysis also showed that, independently of the cell of origin, the transcriptional signatures of lymphomas are more similar to each other than they are to those of cell lines. In particular, we observed that not all common therapeutic targets are similarly expressed between lymphomas and lymphoid cell lines, and provide evidence that different lymphoid cell-lines should be used to model distinct aspects of lymphoma dysregulation.

## Introduction

Lymphoma is one of the most common hematopoietic malignancies. Approximately 89% of human lymphomas are non-Hodgkin’s lymphomas (NHLs), and they represent about 5% of all newly diagnosed cancer cases per year in the United States (SEER Cancer Statistics Factsheets^1^). Similarly to human NHLs, canine lymphomas (CLs) account for 83% of all hematopoietic malignancies, and approximately 6% of all canine neoplasias^2,3^. Additionally, there is a remarkable resemblance between CLs and NHLs, including clinical presentation, tumor biology, and response to therapeutic agents, such as conventional chemotherapy. Akin to their human counterparts, CLs are classified into several subgroups, with B- and T-cell lymphomas being the most prominent. B-cell lymphomas represent approximately 70% of the reported cases, while T-cell lymphomas are seen in around 20%^4^. Equally important, lymphomas occur naturally in dogs in the presence of an active immune system. Further, dog physiology and drug metabolism are more similar to those of humans than of rodents, making CL an invaluable model for NHL research.

The usual therapeutic management of CLs is similar to that of NHLs and consists of a CHOP (Cyclophosphamide, Hydroxydaunorubicin, Oncovin, and Prednisone)-based chemotherapy. A complete remission is habitually achieved within three weeks, but the majority of canine patients relapse within the following twelve months. Therapeutic response and survival are highly correlated with lymphoma subtype, which is normally determined by immunophenotypic analysis^5–7^. Current routine lymphoma diagnosis and classification largely depends on cytologic evaluation, flow cytometric phenotyping and histopathological WHO classification, and, occasionally, PCR for antigen receptor gene rearrangement (PARR). In canine patients, advanced directed therapeutic interventions is hampered by limited detailed information on molecular markers for dysregulated pathways, tumor character, and consequential chemotherapeutic responsiveness and tolerance.

Immortalized cancer cell lines are frequently used as *in vitro* cancer models. Indeed, cell lines permit measurements under controlled conditions, and novel drugs and drug combinations are primarily evaluated in suitable cell line sets. Moreover, long-term cultivation of primary lymphoma material is infeasible. Hence, lymphoma therapy response at phenotypic, cytomorphologic, and other molecular levels are studied in lymphoid cell lines, which are widely accepted as a relatively stable *in vitro* system for these purposes. Commonly used CL cell lines include CLBL-1, CLBL-1M, GL-1, CL-1 and OSW^8–10^. In particular, CLBL-1 represents a canine B-cell lymphoma cell line comprehensively characterized and compared to primary neoplastic samples^11–14^. Nevertheless, despite the indisputable value of cell lines, clonal selection and long-term passages *in vitro* are known to lead to the loss of many attributes of the initial tumor, e.g. its heterogeneity^15^, and thus, well established cancer cell lines often show distinctive expression profiles from their clinical counterparts^16^. A comprehensive comparative molecular analysis of lymphoid cell lines and primary lymphomas is crucial to identify concordant and discordant biological functions, processes, and/or pathways. Additionally, this knowledge should enhance the efficiency of drug screening.

High-throughput gene expression analysis has proven to bear major potential in human^17–20^ as well as in veterinary oncology^21–26^. Microarray-based analyses of different CL subtypes allowed Frantz *et al*. (2012) to define three major prognostically significant groups and propose a robust real-time PCR-based screening assay that relies only on four genes (*CD28*, *ABCA5*, *CCDC3* and *SMOC2*). Furthermore, comparative microarray-based studies in canine and human diffuse large B-cell lymphomas (DLBCL) revealed the activation of the NF-KB pathway^24,25^ as well as the dysregulation of pathways potentially bearing therapeutic and prognostic value, such as the PI3K/AKT, Notch and JAK/STAT pathways^24^, in both species. Gene profiling has also found noticeable differences between human and canine lymphomas. Thus, in contrast to human B-cell lymphomas, canine B-cell lymphomas have been shown to rarely express *BCL6* and *MUM1/IRF4*^25^. Compared to conventional molecular approaches, massive parallel sequencing technologies offer numerous advantages: (i) they are not limited to known transcripts; (ii) they have a broader dynamic range of expression levels; (iii) they are more specific and sensitive; and (iv) can be used in a variety of applications, including the detection of transcript fusions, differential exon usage, and alternative splicing^27^. In particular, we have recently used mass parallel sequencing in order to characterize and evaluate experimental drug modes of action in the CL cell lines CLBL-1 and CLBL-1M as a model for human neoplasias^11^. Here, we comparatively characterize the transcriptional signatures of 16 primary CL samples, five CL cell lines and four non-neoplastic control samples by massive parallel sequencing (RNA-seq).

## Results

### The transcriptomic landscape of canine lymphomas and lymphoid cell lines

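Poly-A RNA from 37 samples was sequenced as 100-bp paired-end reads, and the authors deposited, for each sample, the number of reads counted on each Ensembl gene, without normalization. The samples comprised 4 non-neoplastic lymph nodes (controls), 12 B-cell lymphomas, 4 probable T-cell lymphomas and 17 samples of 5 lymphoid cell lines, with 5 samples of CLBL-1, 5 of CLBL-1M, 1 of GL-1, 4 of OSW and 2 of CL-1. The authors mapped the reads to CanFam3.1 with BWA, removed duplicate reads and low quality mappings, and counted reads with HTSeq. The counts used here start from that point. Between 1962722 and 4863730 reads per sample were counted on genes, with a median of 2942360. Within groups the total ranged from 1962722 to 3034152 in the controls (median 2246186), from 2213883 to 4863730 in the B-cell lymphomas (median 2913420) and from 2228778 to 3914464 in the probable T-cell lymphomas (median 2865168). In the cell lines it ranged from 2319126 to 3168604 in CLBL-1 (median 2684136), from 1980761 to 3414487 in CLBL-1M (median 3293270) and from 2810510 to 3152847 in OSW (median 3049642). The totals were 2854473 in GL-1, and 2910014 and 3225802 in the 2 CL-1 samples. With the reads that fell outside genes or on more than 1 gene, the files account for a median of 10385087 reads per sample (10.39 M), while the paper reports approximately 30 M reads per sample. Whether the files count reads or read pairs is not stated. The values below use the reads counted on genes. Reads outside annotated genes made up 68.04 to 82.86% of the reads in the files. At these depths, 3 counts of a sample's total, taken as the smallest expression that can be seen, correspond to 0.6168 to 1.528 CPM (counts normalized by the library size).

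**Figure D1:**
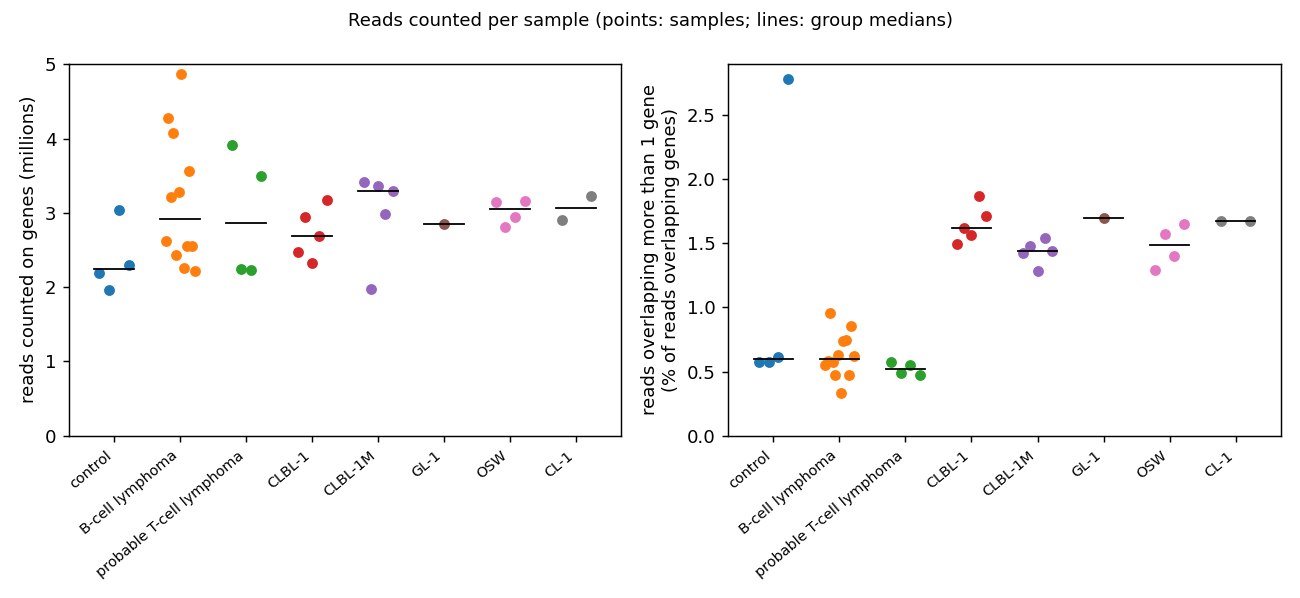
Total reads counted on genes per sample (left panel) and reads overlapping more than 1 gene as a percentage of reads overlapping genes (right panel), by sample group, with each point a sample. The totals of the groups overlap, whereas the ambiguous share is 0.333 to 0.9587% in the lymphomas and control replicates 1 to 3, 1.287 to 1.867% in the cell lines and 2.779% in control replicate 4.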

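Of 32704 genes in the files, 25270 had at least 1 count. As in the paper, genes whose highest CPM over the samples lay above the 40th percentile were kept, which left 15162 genes of all biotypes, since no annotation was used here to select protein-coding genes. Counts were normalized with the TMM method, 1 model with 8 groups was fitted to all 37 samples in edgeR, and each of the 7 sample groups was compared with the 4 controls by the quasi-likelihood test. Genes were called differentially expressed at the paper's threshold, a Benjamini-Hochberg adjusted p-value of at most 1e-05. Standard errors of log2 fold-changes were derived from the F statistic of that test. The GL-1 comparison has 1 sample and no replicate check of its own. In simulated counts with 200 genes changed by 3 on the log2 scale, this procedure recovered 73.5% of the changed genes in the B-cell lymphomas and 59% in OSW. It called 0 unchanged genes. DESeq2 recovered 90% and 76%, calling 0 and 1 unchanged genes. The simulated changes spared genes with few reads, were up as often as down, and left the spread of a gene the same in all groups. These rates need not hold for the real counts. Replicates were compared before they were averaged. The closest pair, 2 CLBL-1 samples, differed with a chi-square of 1.325 per degree of freedom, and no pair was counted as 1 sample.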

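Neither the labels nor the paper names a library batch. The share of reads overlapping more than 1 gene was 1.287 to 1.867% in the 17 cell line samples and 2.779% in control replicate 4, against 0.333 to 0.9587% in the 16 lymphomas and control replicates 1 to 3. A batch was inferred from this separation alone and is not established, since control replicate 4 also lies above the range of the cell lines. The comparisons were repeated with controls on the same side of the separation. In these comparisons, chosen after seeing the data, lymphomas were set against control replicates 1 to 3 and cell lines against control replicate 4 alone, and they are called comparisons within inferred batches below. The control in the second of them has no replicates. The groups also share replicate numbers in the labels. A fit with the replicate number as a block was made beside the main fit, with the pairing taken from the labels alone. In that fit, B-cell lymphomas with a number found in no other group add nothing to their comparison with the controls. Deviations from group means correlated by -0.00834 on average between samples with the same number and by 0.00147 between samples with different numbers (permutation p = 0.818, 10000 permutations, 76 pairs with the same number).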

To investigate how representative lymphoid cell lines are of lymphomas, we systematically compared the transcriptomic profiles among primary canine lymphomas, five canine lymphoid cell lines, and four non-neoplastic lymph nodes, which were used as controls (see Methods). Specifically, we considered three lymphoid cell lines derived from B-cells (CLBL-1, CLBL-1M, GL-1) and two cell lines derived from T-cells (CL-1 and OSW). 

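The sample titles and the names of the underlying data disagree on which 5 samples are CLBL-1 and which 5 are CLBL-1M. The samples were mapped by their titles, and every comparison was repeated with the 2 names exchanged. The counts of differentially expressed genes were 2525 for the samples titled CLBL-1 and 2542 for those titled CLBL-1M, so that the exchange moved neither by more than the difference between these values. One control, replicate 4, carries the source name of a T-cell line beside a title that calls it a control. The flow cytometry field of the labels disagrees with the titles for many samples. It calls all 4 controls lymphomas or lymphoma-derived, and B-cell lymphoma replicates 6 and 10 and the T-cell lymphoma reference tissue. All samples were grouped by their titles, because the group sizes in the paper match them, and the flow cytometry field was not used.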

Twelve samples were classified as B-cell lymphomas and one sample was classified as T-cell lymphoma using flow cytometry (see Methods). 

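Distances between the 16 primary lymphomas were computed on regularized-logarithm (rlog) values of all 25270 genes with at least 1 count. The mean Euclidean distance was 170.6 between the 4 probable T-cell and the 12 B-cell lymphomas and 112.3 over pairs within the same group, a difference of 58.39 that no other split into 4 and 12 samples reached (exact permutation test, p = 0.000549). The distance within groups was 106.3 among the B-cell lymphomas but 177.9 among the probable T-cell lymphomas, which were thus no closer to one another than to the B-cell lymphomas. Leaving out 1 probable T-cell lymphoma moved the difference most, to 64.03 without replicate 2. All 16 lymphomas fell on the same side of the separation by reads overlapping more than 1 gene. In a direct edgeR contrast, 633 genes differed between the probable T-cell and the B-cell lymphomas, 472 of them higher in the probable T-cell lymphomas. The paper identifies the 3 samples of uncertain phenotype as probable T-cell lymphomas from their transcriptomic profiles. It refers to its principal component analysis (PCA) of all genes (Fig. S1).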

Three additional lymphoma samples presented an uncertain phenotype, but were identified herein as probable T-cell lymphomas based on their transcriptomic profiles (see Fig. S1). 

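In the plane of the first 2 principal components of all genes, the T-cell lymphoma lay 16.66 ± 10.77 (SD, n = 3) from the intestinal lymphomas and 48.59 ± 13.72 (SD, n = 12) from the B-cell lymphomas, the nearest of which was at 32.79. Over all genes without projection, the same sample lay 178 ± 12.21 (SD, n = 3) from the intestinal lymphomas and 164.9 ± 6.391 (SD, n = 12) from the B-cell lymphomas. A single T-cell lymphoma gives no replicate for this comparison. The paper groups the 4 samples by the similarity of their profiles and refers to the projection in Fig. S1.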

Accordingly, the T-cell lymphoma sample was grouped together with the three “probable T-cell lymphomas” for the purpose of further analysis. The two resulting groups of primary lymphoma samples and the five lymphoid cell lines defined a total of seven sample groups, each with a different number of replicates. A total of 5,712 differentially expressed genes were identified in the lymphomas and lymphoid cell lines relative to controls (see Methods, Fig. 1A and Table S1). 

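In edgeR, 4281 genes were differentially expressed in at least 1 of the 7 sample groups. By group, 839 genes passed the threshold in the B-cell lymphomas (n = 12), 290 in the probable T-cell lymphomas (n = 4), 2525 in CLBL-1 (n = 5), 2542 in CLBL-1M (n = 5), 137 in GL-1 (no replicates), 1870 in OSW (n = 4) and 1330 in CL-1 (n = 2), each against 4 controls. The replicate block left 2656 genes. Within inferred batches 1322 did. The count rose most when the cut-off was relaxed to an adjusted p-value of 0.05 in edgeR, where 13795 genes passed. Leaving out 1 replicate at a time gave between 3146 and 4715 genes.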

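Among the genes past the threshold in edgeR, 983 were differentially expressed in at least 1 lymphoma group and 4065 in at least 1 cell line, a ratio of 4.14. Of these, 216 were called only in lymphomas and 3298 only in cell lines. CLBL-1 (2525), CLBL-1M (2542), OSW (1870) and CL-1 (1330) each had more differentially expressed genes than the B-cell lymphomas (839), and GL-1 with its single sample had fewer (137). These numbers were not tested against each other and depend on the number of samples per group. They also depend on the kind of replicate, since the samples of a line repeat that line and the lymphomas come from different dogs. Within inferred batches, 481 genes passed in the lymphomas against control replicates 1 to 3 and 1048 in the cell lines against control replicate 4. The B-cell lymphoma count fell furthest under the replicate block, from 839 to 28, with 121 genes left in the lymphomas and 2651 in the cell lines. Among the genes changed in every sample of a lymphoma group, ENSCAFG00000009884 had the lowest log2 fold-change in the B-cell lymphomas, -7.55 (standard error 0.681, edgeR adjusted p = 7.57e-08), and ENSCAFG00000001900 the highest in the probable T-cell lymphomas, 5.37 (standard error 0.694, edgeR adjusted p = 8.95e-07).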

Of these, 1,703 were differentially expressed in lymphomas and 5,443 were differentially expressed in lymphoid cell lines, with most single lymphoid cell lines exhibiting larger numbers of differentially expressed genes than lymphomas. 

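Down-regulated genes, counted as those past the threshold and down in at least 1 group and up in none of the groups considered, numbered 546 of 983 in the lymphomas (55.54%) and 2394 of 4065 in the cell lines (58.89%). Of the several ways to count such genes, this one was chosen after the shares it gives had been compared with those in Table S1. By group, down-regulated genes made up 56.97% of the differentially expressed genes in the B-cell lymphomas (478 of 839) but 30.69% in the probable T-cell lymphomas (89 of 290) and 39.42% in GL-1 (54 of 137). They made up 58.46% in CLBL-1, 59.32% in CLBL-1M, 54.49% in OSW and 48.2% in CL-1. The low shares varied with normalization, filter and tool. In edgeR, RLE size factors gave 48.47% in the probable T-cell lymphomas, 49.11% in GL-1 and 57.37% in CL-1, and filterByExpr gave 37.55%, 50% and 52.03%. With a prior on fold-changes, DESeq2's Wald test gave 52.02% in the probable T-cell lymphomas (450 of 865), 80.29% in GL-1 and 67.56% in CL-1, and without the prior 50.95%, 65.11% and 64.69%. The replicate block lowered the lymphoma count most, to 53 of 121 genes, of which down-regulated genes were not the majority. In the B-cell lymphomas alone the block left 7 of 28 (25%), whereas RLE size factors in edgeR gave 78.73%. B-cell lymphomas with a replicate number found in no other group add nothing under the block, and nothing but the labels speaks for the pairing. The shares under the block therefore cannot decide the direction in the lymphomas. In the cell lines 1528 of 2651 genes were down-regulated under the block. Within inferred batches, 343 of 481 genes were down-regulated in the lymphomas, so that down-regulated genes remained the majority there. Against control replicate 4 alone the cell line count fell furthest, but most of the genes left were down-regulated.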

Additionally, both for lymphomas and lymphoid cell lines, most differentially expressed genes were down-regulated (1,055 and 3,553, respectively). 

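For each of the 15162 genes, the mean rlog value of the controls was subtracted from that of each sample group. The difference lay between -2 and 2 for 91.22% of genes in the B-cell lymphomas, 91.16% in the probable T-cell lymphomas, 80.79% in CLBL-1, 80.46% in CLBL-1M, 81.41% in GL-1, 82.05% in OSW and 78.6% in CL-1. The rlog transformation shrinks differences of genes with few counts, and the shares fell when edgeR's unshrunken log2 fold-changes took its place, to 66.05% in CL-1 and 82.59% in the B-cell lymphomas. Without the filter on low counts they rose to 87.11% and 94.73%.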

Nevertheless, the majority of changes in expression were modest, with most genes (between 85 and 95%, depending on the sample group) exhibiting moderated log_2_ fold-changes between −2 and 2 (see Fig. 1B and Methods). 

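Differentially expressed genes with a log2 fold-change of at least 5 in edgeR numbered 0 in the B-cell lymphomas, 4 in the probable T-cell lymphomas, 22 in CLBL-1, 22 in CLBL-1M, 10 in GL-1, 57 in OSW and 43 in CL-1. Those with a log2 fold-change of -5 or lower numbered 80, 20, 963, 1018, 49, 587 and 433 in the same order of groups. The log2 fold-changes of differentially expressed genes ran from -7.55 to 2.89 in the B-cell lymphomas and from -14.5 to 12.2 in OSW. The functions of these genes rest on annotation that was not analysed here. From the functions enriched among the extremely down-regulated genes, the paper concludes that lymphocyte activity is impaired.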

Moreover, while extremely (log_2_ fold-change ≥ 5) up-regulated genes were not associated with any specific functions, extremely down-regulated genes (log_2_ fold-change ≤ 5) were associated with lymphocyte differentiation and apoptosis, among others, evidencing impaired lymphocyte activity.

**Figure 1:**
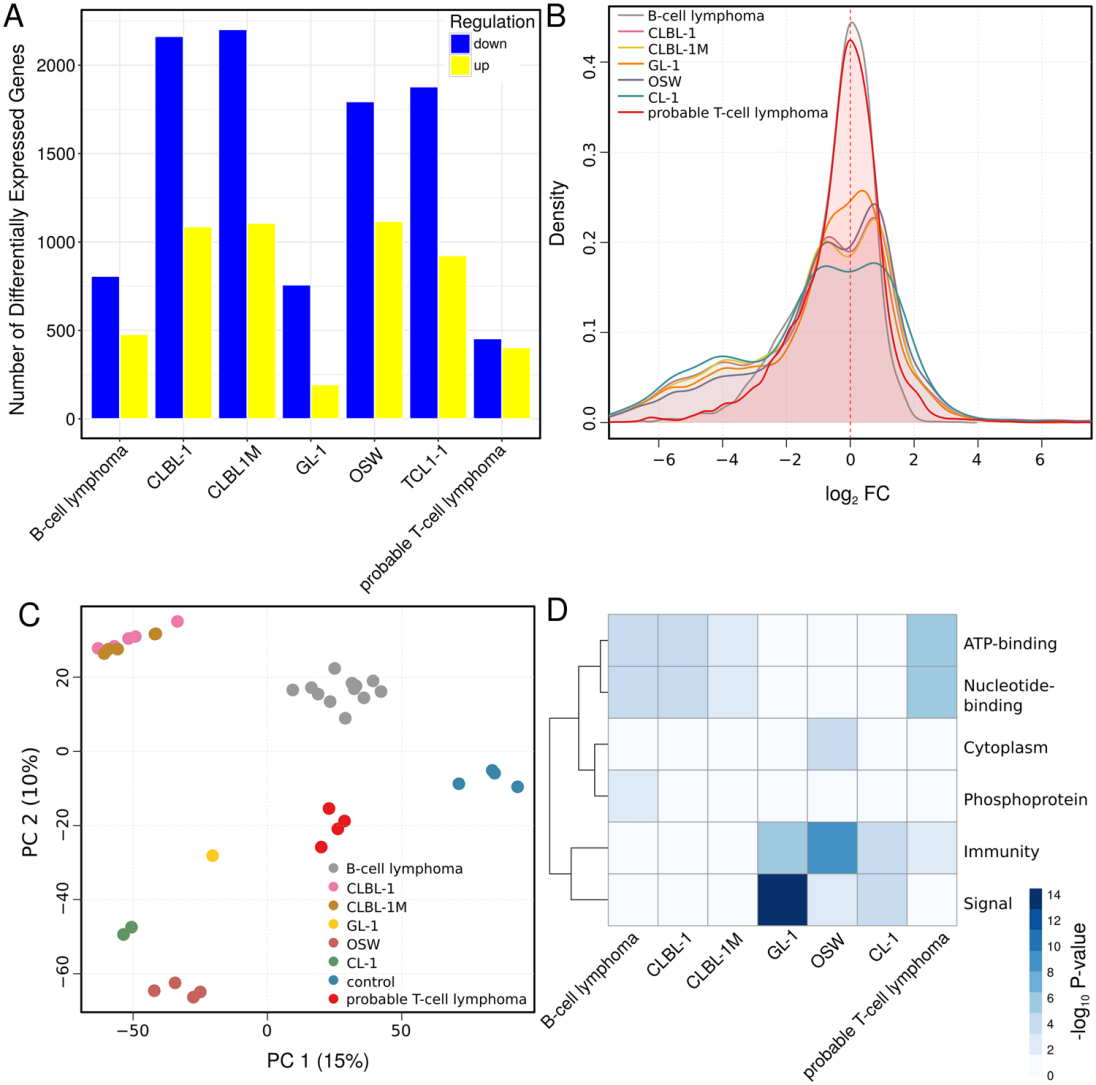
Significantly differentially expressed genes in the seven lymphoma and lymphoid cell line sample groups (B-cell lymphoma, probable T-cell lymphoma, CLBL-1, CLBL-1M, GL-1, OSW, and CL-1) compared to controls. (**A**) Barplot depicting the number of the significantly differentially expressed genes (DEGs) between each sample group and controls. (**B**) Distribution of logarithm (base 2) of the fold changes of the (regularized-logarithm) transformed expression values generated with the “DESeq2” R/Bioconductor package^52^ relative to controls. (**C**) Principal component analysis (PCA, the two first components are plotted) for (regularized-logarithm) transformed expression values generated with the “DESeq2” R/Bioconductor package. PC analysis was performed using the R function prcomp, on centered and scaled data. The first PC explains 15% of the variance in the data, the second PC, 10%. (**D**) UniProt keywords significantly associated with genes that are significantly differentially expressed in each sample group compared to controls. The Database for Annotation, Visualization and Integrated Discovery^57,58^ (DAVID Bioinformatics Resources 6.8, http://david.abcc.ncifcrf.gov/) was used to test for statistical enrichment of a given UniProt keyword at a FDR ≤ 5% with the set of 17,950 genes represented in the dataset with at least one sequence read count as background. Two-way clustering was performed using the Euclidean distance metric using complete linkage for both columns and rows. Visualization was performed with the R/Bioconductor package pheatmap^62^. Heatmap shades represent the negative log_10_ of the adjusted P-value (FDR) of enrichment of a given gene set for association with the listed UniProt keyword.

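PCA of the centered and scaled rlog values of the 4281 differentially expressed genes placed 43.5% of the variance on the first component and 17.46% on the second. The controls lay between 75.52 and 90.92 on the first component, apart from the B-cell lymphomas (6.809 to 36.5), the probable T-cell lymphomas (15.33 to 25.05) and all cell lines (-57.52 to -17.75). On the second component the B-cell lymphomas (8.477 to 19.27) and the probable T-cell lymphomas (-18.39 to -10.36) did not overlap. GL-1 (-22.75), CL-1 (-46.4 to -44.54) and OSW (-57.33 to -54.67) followed at lower values. CLBL-1 (21.25 to 26.27) and CLBL-1M (22.61 to 28.93) overlapped on the second component, and on the first as well (-54.96 to -39.24 and -57.52 to -33.13). The genes were selected for differing from the controls, so the distance of the controls is partly set by the selection. Centering without scaling gave the largest change, with 23.5% of the variance on the second component. The paper takes the positions in its Fig. 1C as a clear separation of most sample groups.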

Principal component analysis (PCA) of the moderated log_2_-transformed expression values for differentially expressed genes revealed a clear separation of the different sample groups, with few exceptions (see Fig. 1C). Thus, CLBL-1 and CLBL-1M appear to be undistinguishable, reflecting the common origin of these cell lines. 

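The mean rlog distance between the 5 CLBL-1 and the 5 CLBL-1M samples was 59.87, and that within the 2 lines was 59.94, a difference of -0.07427 that 45 splits of the 10 samples into 5 and 5, the real one included, equalled or exceeded (exact permutation test, p = 0.357). In the direct edgeR contrast, 0 genes passed the threshold, and the lowest adjusted p-value was 0.243. The contrast also gave 0 genes with the replicate block, and both lines lie on the same side of the separation by reads overlapping more than 1 gene. DESeq2's Wald test gave 6 genes. Leaving out 1 sample at a time moved the distance between -1.158 and 1.707. The nearest sample carried the same line name for 6 of the 10 samples, where 4.44 would be met by chance. From the overlap of the 2 lines, the paper reasons that they appear indistinguishable and takes this to reflect their common origin.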

Indeed, the cell line CLBL-1M was established from a CLBL-1 induced tumor in mouse, and has been shown to maintain the cell and molecular characteristics of CLBL-1^13^. Consistent with this general overview of the samples, differentially expressed genes among distinct sample groups featured specific functional profiles (see Fig. 1D).

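All 9 miRNAs of Table S2 passed the filter on low counts. In the edgeR fit over all genes, 6 of them passed the threshold in at least 1 sample group, and the remaining miRNAs, ENSCAFG00000020626, ENSCAFG00000027299 and ENSCAFG00000030722, had lowest adjusted p-values of 0.000282, 3e-04 and 1.55e-05. The replicate block left 3, and within inferred batches 0 passed, the largest move of any alternative. Poly-A enrichment was used for the libraries, so reads on a miRNA gene need not stem from the mature miRNA. The test was not made within the class of miRNAs as in the paper, because the class could not be taken from the files.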

We identified a total of 9 differentially expressed annotated microRNA genes (miRNAs) in lymphomas and lymphoid cell lines relative to controls (see Methods). These miRNAs showed relatively small differences in expression, with moderated log_2_ fold-changes between −2.6 and 2.4 with respect to control, and no two samples groups exhibiting opposite differential expression trends. 

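Differences of mean rlog values between a sample group and the controls ranged from -3.55 to 3.12 over the 9 miRNAs and 7 groups, and no error was attached to these differences. The lowest was that of ENSCAFG00000031206 and the highest that of ENSCAFG00000032467, both in GL-1 (no replicates). ENSCAFG00000032467 had a difference of -1.48 in the B-cell lymphomas (n = 12) and -1.52 in the probable T-cell lymphomas (n = 4), against 2.7 in CLBL-1 (n = 5), 2.32 in CLBL-1M (n = 5) and 3.12 in GL-1. Its control mean rests on a single sample, since control replicates 1 to 3 had 0 counts and replicate 4 had 148. Its higher rlog values in the cell lines did not come with a call of up-regulation, the log2 fold-change in CLBL-1 being 0.495 (edgeR adjusted p = 0.639), and 0 of the 9 miRNAs passed the threshold in opposite directions in different groups. In edgeR its log2 fold-change in the B-cell lymphomas was -7.2 (adjusted p = 1.04e-06), -6.09 with the replicate block (edgeR adjusted p = 0.00814), and 1.16 within the inferred batch (edgeR adjusted p = 0.522), the alternative that moved it most.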

Nevertheless, these differences were enough to distinguish between the lymphomas and lymphoid cell lines (see Fig. S2 and Table S2). 

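At the threshold of an edgeR adjusted p-value of 1e-05, 0 of the 9 miRNAs were up-regulated and 6 were down-regulated in at least 1 sample group. ENSCAFG00000028483 and ENSCAFG00000032629 were each down-regulated in 3 groups (lowest edgeR adjusted p = 1.84e-07 and 4.27e-06). The 3 miRNAs below the threshold had higher mean expression in the cell lines than in the controls, with log2 fold-changes averaged over the 5 lines of 2.31 for ENSCAFG00000020626, 3.04 for ENSCAFG00000027299 and 2.67 for ENSCAFG00000030722. Against control replicate 4 alone, within the inferred batch, the averages were 0.587, 1.35 and 1.29 (lowest edgeR adjusted p = 0.207, 0.136 and 0.0967). Against control replicates 1 to 3 they were 4.46, 5.09 and 3.78. With a prior on fold-changes, DESeq2 called 1 miRNA up-regulated, ENSCAFG00000030722, in CLBL-1, CLBL-1M and OSW (DESeq2 adjusted p = 2.61e-06, 4.25e-07 and 5.64e-06), and 6 down-regulated. Without control replicate 4, edgeR called 4 up-regulated and 4 down-regulated. ENSCAFG00000032467 was down-regulated in the B-cell lymphomas only with control replicate 4 among the controls. Its count was at most 1 in every lymphoma and 17 to 98 in the cell lines. The number of the 9 miRNAs past the threshold was most sensitive to the choice of controls, falling to 0 within inferred batches.

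**Figure D2:**
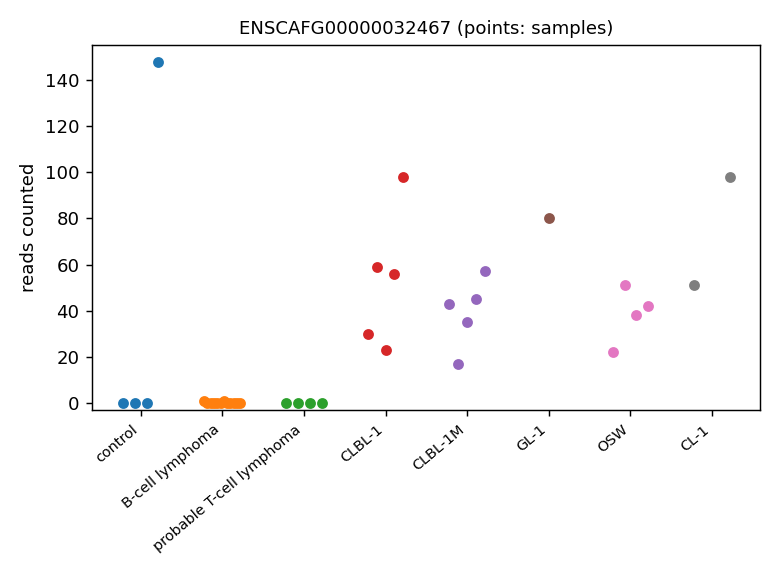
Reads counted on the miRNA gene ENSCAFG00000032467 in each of the 37 samples, by sample group, with each point a sample. Control replicate 4 has 148 reads where the other controls have 0, the lymphomas have at most 1, and the cell lines have 17 to 98.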

Specifically, three miRNAs were up-regulated in at least one of the sample groups, while six miRNAs were down-regulated. 

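Of the 97 lncRNAs listed in Table S3, 96 passed the filter on low counts. In the edgeR fit, 62 passed the threshold in at least 1 sample group, 17 of them up-regulated and 45 down-regulated, with 0 changed in both directions. Adding the replicate block left 27. Comparisons within inferred batches lowered the number most, to 12.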

Likewise, we found 97 differentially expressed annotated long non-coding RNA genes (lncRNAs) in lymphomas and lymphoid cell lines compared to controls (see Methods). The expression profiles of lymphoma and lymphoid cell line samples were clearly distinct, and among them, OSW cell lines stood out because of their relatively high expression levels for ENSCAFG00000033802, ENSCAFG00000035265, ENSCAFG00000038320, ENSCAFG00000038492, and ENSCAFG00000040754, which were virtually not expressed in other samples (see Fig. S3). 

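In the 4 OSW samples, the 5 lncRNAs had 18.4 ± 4.11 CPM for ENSCAFG00000033802, 16.8 ± 5.65 for ENSCAFG00000035265, 13.5 ± 3.3 for ENSCAFG00000038320, 17.3 ± 4.16 for ENSCAFG00000038492 and 30 ± 2.91 for ENSCAFG00000040754 (SD, n = 4). The highest mean in the 4 controls was 0.432 ± 0.541 CPM (SD, n = 4), for ENSCAFG00000040754, and ENSCAFG00000035265, ENSCAFG00000038320 and ENSCAFG00000038492 had 0 counts in every control. Such values are below the 0.6168 to 1.528 CPM that 3 counts represent at these depths. The log2 fold-changes in OSW were 6.33 (standard error 0.9), 8.63 (1.17), 8.32 (1.06), 8.68 (1.02) and 5.89 (0.832) in the same order. Only ENSCAFG00000035265 passed the threshold (edgeR adjusted p = 1.29e-06), while the others had edgeR adjusted p-values of 5.06e-05, 0.000383, 0.000243 and 0.000152. Its edgeR adjusted p-value was 3.79e-05 with the replicate block. Against control replicate 4 alone, the edgeR adjusted p-values of the 5 lncRNAs were 0.0177, 0.00366, 0.0154, 0.0111 and 0.0214. The prior on fold-changes in DESeq2 moved these values most, to log2 fold-changes of 5.14, 6.9, 3.74, 4.88 and 3.04. From such expression profiles the paper concludes that OSW stood out from the remaining samples.

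**Figure D3:**
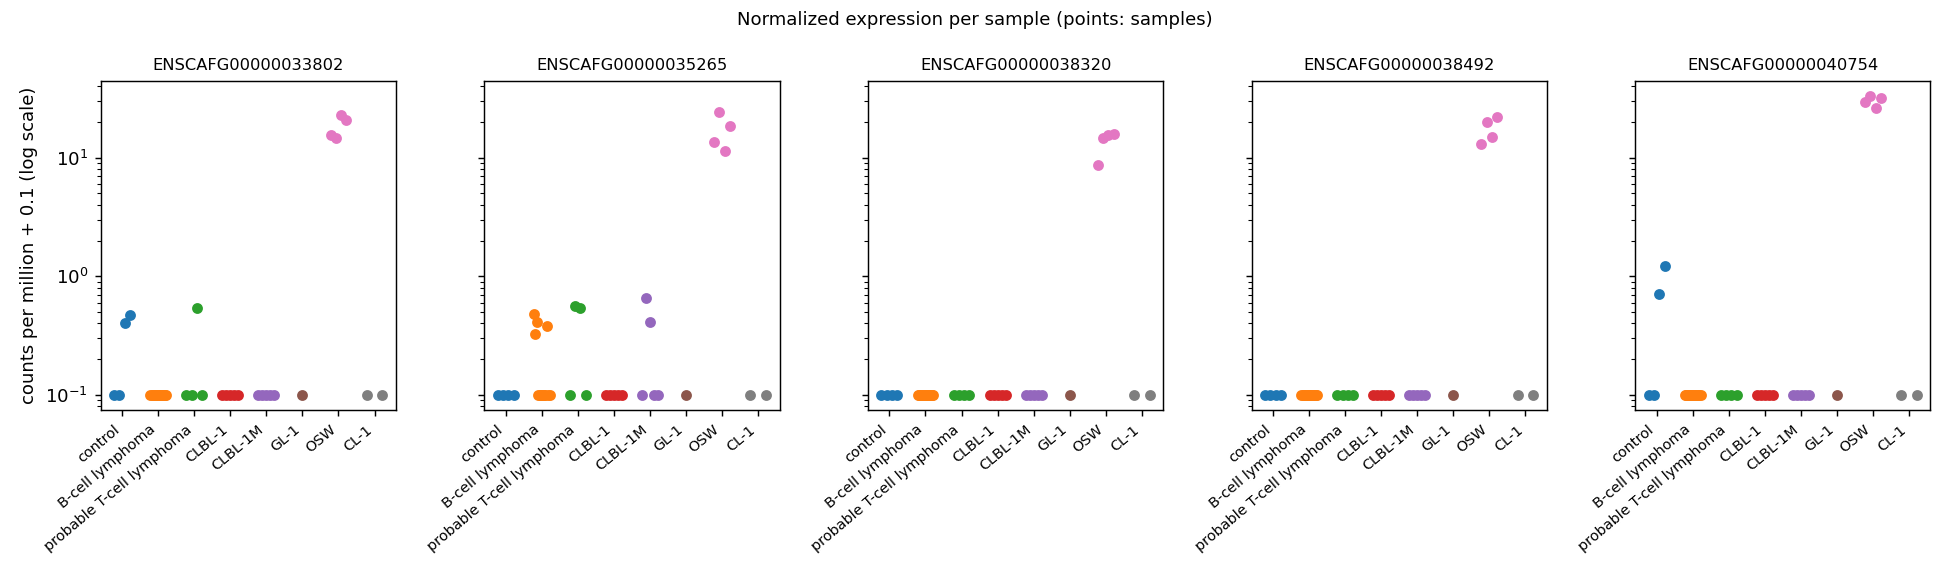
Expression of the 5 lncRNAs in each sample, in CPM with 0.1 added, on a logarithmic axis, by sample group, with each point a sample. The OSW samples have means of 13.5 to 30 CPM, while the means of the controls are at most 0.432 CPM.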

In addition, only nine out of the 28 lncRNAs that were differentially expressed in B-cell lymphomas were also differentially expressed in one or more of the remaining sample groups, indicating that these lncRNA are specific B-cell lymphoma markers (see Table S3). 

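Of the lncRNAs listed in Table S3, 15 passed the threshold in the B-cell lymphomas in edgeR, and 7 of these also passed in at least 1 further sample group. Under the replicate block, 1 passed in the B-cell lymphomas and also in another group. Within inferred batches, 4 passed in the B-cell lymphomas and 0 of them in another group. The replicate block changed the first number most, while leaving out control replicate 2 brought the second to 0. A lncRNA past the threshold in the B-cell lymphomas alone was not tested for a difference from the other groups. From the small number of lncRNAs shared with other groups, the paper concludes that these lncRNAs are specific B-cell lymphoma markers.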

Despite the limited annotation of the canine genome, these results highlight the potential power of non-coding RNAs as markers for lymphoma diagnosis.

Overall, our results indicate that whole genome transcriptomics can be used to reliably subtype CLs.

### A core of common genes controls cell differentiation and proliferation in both lymphomas and lymphoid cell-line models

Most of the 5,712 differentially expressed genes are most likely downstream effectors, that is, genes at the bottom hierarchical layers of the perturbed transcriptional and signaling networks. 1,703 genes were differentially expressed in lymphomas relative to controls, with 439 of these genes being differentially expressed in both B-cell and probable T-cell lymphomas (see Fig. S4 and Table S1). 

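In edgeR, 983 genes were differentially expressed in lymphomas, and 146 of these passed the threshold in both the B-cell lymphomas (n = 12) and the probable T-cell lymphomas (n = 4). The probable T-cell lymphomas contributed 290 genes and the B-cell lymphomas 839. With the replicate block 7 genes passed in both groups, and against control replicates 1 to 3, the controls of the same inferred batch, 35 did. A fit to each group and the controls alone left 0 genes in common, because 0 genes passed in the probable T-cell lymphomas.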

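Among the 146 genes past the threshold in both lymphoma groups in edgeR, 125 were up-regulated in both, 20 were down-regulated in both and 1 changed in opposite directions. Of the genes left by the replicate block, 5 were up-regulated and 2 down-regulated in both. Against control replicates 1 to 3 the numbers were 27 and 8. DESeq2's Wald test with a prior on fold-changes raised the number of genes down-regulated in both groups to 207, the largest move of that count upward.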

The vast majority of these 439 genes were differentially expressed in the same direction, with 227 and 206 genes being consistently up- and down-regulated, respectively, in both B-cell and probable T-cell lymphomas. These genes were significantly enriched in functions such as chromosome segregation, cell division, DNA metabolic process, and DNA replication whose association with cancer is well established. 

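Genes past the threshold in the B-cell lymphomas and not in the probable T-cell lymphomas numbered 693 in edgeR. This number fell to 21 under the replicate block, the largest change, and to 370 against control replicates 1 to 3, the controls of the same inferred batch. A gene past the threshold in 1 group only is not shown to differ between the groups. The direct contrast between the 2 lymphoma groups gave 633 genes in edgeR. The enriched functions rest on annotation that was not analysed here.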

Among the functions enriched among the 846 genes that were exclusively differentially expressed in B-cell lymphomas we found locomotion, cell adhesion, cell proliferation, cell differentiation, cell death, immune system process, and response to stimulus. 

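The corresponding number for the probable T-cell lymphomas alone was 144 genes in edgeR, with 93 under the replicate block and 76 against the controls of the same inferred batch. It moved most, to 0, when the 4 samples and the 4 controls were fitted without the other groups, and it was 419 in DESeq2 with a prior on fold-changes. From the functions shared between these genes and those exclusive to B-cell lymphomas, the paper proposes that different molecular mechanisms specify the same general processes.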

Further, many of these functions were also enriched among the 418 genes that were exclusively differentially expressed in probable T-cell lymphomas, suggesting the use of different molecular mechanisms to specify the same general biological processes and functions. Moreover, promoter analysis of the genes that were exclusively differentially expressed in each of these three groups (see Methods) revealed that they are most likely regulated by many of the same transcription factors, including E2F4 and SP1 from the transforming growth factor-β (TGF-β) pathway. The TGF-β pathway is key in cancer development and progression^28^.

Eighty-four percent of the 1,703 genes that were differentially expressed in lymphomas relative to controls were also differentially expressed in at least one lymphoid cell line. 

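Of the 983 genes differentially expressed in lymphomas in edgeR, 767 (78.03%) also passed the threshold in at least 1 cell line. Under the replicate block, the share was 95.87% (116 of 121 genes). Comparisons within inferred batches moved the share most, to 43.04% (207 of 481 genes). When all 4 controls serve both comparisons, genes deviating in the controls count toward both lymphomas and cell lines. Within inferred batches the 2 sets of comparisons share no control. They also leave a single control for the cell lines, which loses power, and the 2 effects on the share cannot be told apart.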

Moreover, 95% (1,362) of these genes were consistently up- and down-regulated; specifically, 481 genes were up-regulated in lymphomas and either up-regulated or unchanged in all lymphoid cell lines, while 881 genes were down-regulated in lymphomas and either down-regulated or unchanged in all lymphoid cell lines (see Fig. S5). 

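Among the 767 shared genes in edgeR, 754 (98.31%) changed in a single direction, with 350 up-regulated in lymphomas and in no cell line down-regulated, and 404 down-regulated in lymphomas and in no cell line up-regulated. The remaining 13 genes had other patterns. The replicate block left 115 genes with a single direction (63 up and 52 down), the lowest number of any alternative. Within inferred batches, 206 of 207 shared genes had a single direction (32 up and 174 down).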

These results indicate a relatively large number of shared molecular functions between lymphomas and lymphoid cell lines. Only 166 genes were differentially expressed in all lymphomas and lymphoid cell line sample groups. 

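In edgeR, 27 genes passed the threshold in all 7 sample groups, and 77 passed in all groups but GL-1, whose single sample gave 137 differentially expressed genes. The replicate block, the fit of each group with the controls alone and the comparisons within inferred batches each left 0 genes. DESeq2 with a prior on fold-changes gave 139.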

Among them, 78 genes were up-regulated and 86 were down-regulated in all sample groups. 

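Of the 27 genes past the threshold in every group in edgeR, 26 were up-regulated and 1 was down-regulated in all of them. Among the 77 genes past the threshold in all groups but GL-1, 73 were up-regulated and 4 down-regulated. With a prior on fold-changes in DESeq2, 63 genes were down-regulated in all groups, the largest move of that number. The replicate block and the comparisons within inferred batches gave 0 in either direction.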

The two genes *SHCBP1* and *FLT3* (ENSCAFG00000003704 and ENSCAFG00000006716) exhibited discordant differential expression: *SHCBP1* is down-regulated in GL-1 cell lines and up-regulated in all remaining sample groups, whereas *FLT3* is up-regulated in GL-1 cell lines and down-regulated in all remaining sample groups. 

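SHCBP1 had 19.2 ± 8.18 CPM in the controls (SD, n = 4), 81.6 ± 31.3 in the B-cell lymphomas (SD, n = 12), 144 ± 41.8 in the probable T-cell lymphomas (SD, n = 4), 106 ± 19.8 in CLBL-1 (SD, n = 5), 119 ± 18.3 in CLBL-1M (SD, n = 5), 117 ± 16 in OSW (SD, n = 4), 120 ± 9.57 in CL-1 (SD, n = 2) and 0.312 in GL-1 (no replicates). Its log2 fold-change was -5.76 in GL-1 (standard error 0.971, edgeR adjusted p = 6.27e-05), which did not pass the threshold, and between 2.08 and 2.9 in the other groups, with a highest edgeR adjusted p of 1.78e-06. FLT3 had 32.6 ± 5.29 CPM in the controls (SD, n = 4) and 442 in GL-1 (no replicates), a log2 fold-change of 3.76 (standard error 0.627, edgeR adjusted p = 5.59e-05). In the other groups its log2 fold-change lay between -5.18 in CLBL-1M and -2.74 in the probable T-cell lymphomas, where the edgeR adjusted p was 0.000145. The difference between GL-1 and the mean of the other 6 groups was -8.31 for SHCBP1 (edgeR adjusted p = 7.54e-08) and 7.88 for FLT3 (edgeR adjusted p = 1.12e-15). With the replicate block the GL-1 values were -5.76 and 3.77 (edgeR adjusted p = 0.000197 and 0.000183). Against control replicate 4 alone, in the same inferred batch, they were -4.99 and 4.02 (edgeR adjusted p = 0.00207 and 0.0106). Thinning all samples to 1 total moved SHCBP1 in GL-1 most, to -8.29. The paper describes both genes as discordant between GL-1 and the remaining sample groups.

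**Figure D4:**
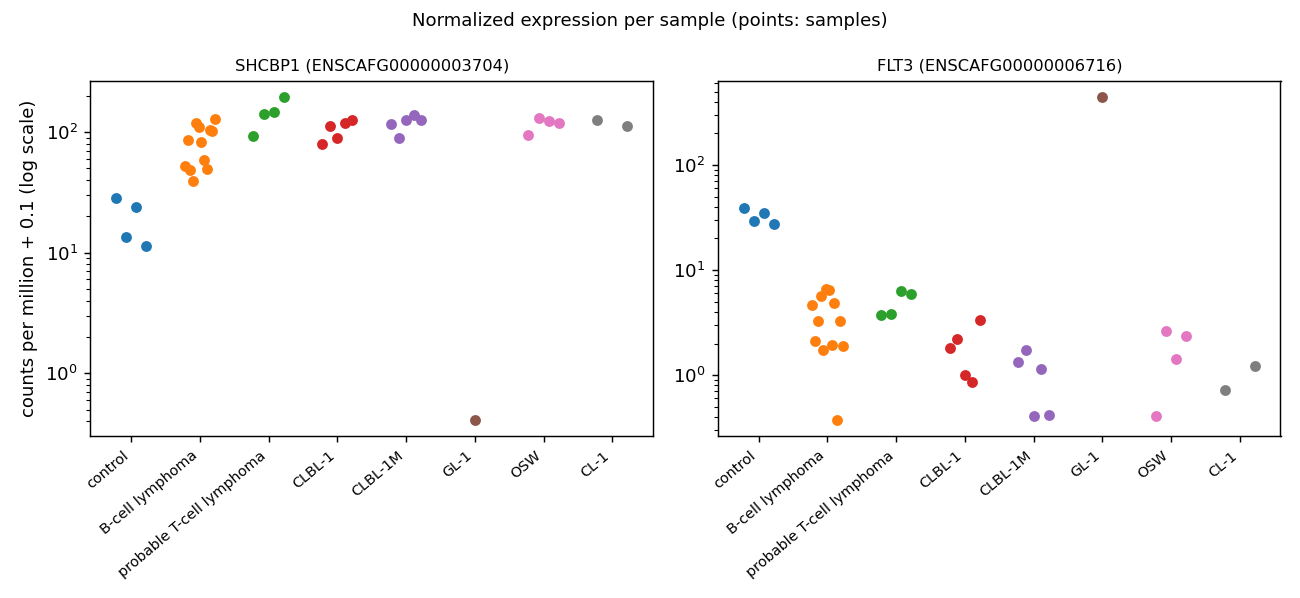
Expression of SHCBP1 and FLT3 in each sample, in CPM with 0.1 added, on a logarithmic axis, by sample group, with each point a sample. The GL-1 sample has 0.312 CPM of SHCBP1 and 442 CPM of FLT3, against means of 19.2 and 32.6 CPM in the controls.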

While *FLT3* mutations are not directly associated with lymphomas, *FLT3* mutations are frequently observed in acute myeloid leukemia and considered a negative prognostic factor for this disease^29^. The 166 differentially expressed genes were associated with molecular functions and biological processes such as cell cycle, mitotic cell cycle and nuclear division, chromosome segregation, organelle fission, DNA replication, nuclear and cell division, cytoskeleton organization, nucleotide binding, and ATPase activity, among others (see Table S4), representing the active division of cancer cells. Their promoters were significantly enriched in motifs consistent with the binding sites of members of the MEF2 and Forkhead box transcription factor families (see Methods). Mutations in members of the MEF2 family have been associated with leukemia and lymphoma^30^. In particular, mutations in MEF2B, the most divergent and least studied protein of the MEF2 family, promote lymphoma development^31^. Deregulation of Forkhead box (Fox) proteins is known to have a crucial role in T-cell activity and B-cell development^32^.

Taken together, these observations indicate the existence of a common core differentiation and proliferation signature for lymphomas and lymphoid cell lines, as has been reported for other types of cancer^33^.

### Distinct lymphoid cell-lines model different aspects of lymphoma dysregulation

Despite the relatively large overlap between the expression changes in lymphomas and lymphoid cell lines relative to controls, each lymphoid cell line exhibited a distinct expression profile. 

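The direct edgeR contrast between the B-cell lymphomas and the mean of CLBL-1, CLBL-1M and GL-1 gave 1673 genes past the threshold, 916 of them higher in the lymphomas. That between the probable T-cell lymphomas and the mean of OSW and CL-1 gave 967 genes, 824 of them higher in the lymphomas. All lymphomas and all cell lines fall on different sides of the separation by reads overlapping more than 1 gene, so that for these contrasts no value within a side could be computed. If the separation marks a batch, these contrasts alone cannot tell the batch from the kind of sample. Only the controls lie on both sides, with control replicate 4 alone beside the cell lines. No fit with a batch term was made. Between CLBL-1 and CLBL-1M, 0 genes differed. DESeq2's Wald test gave 6 for that pair, the only alternative to move it. From the comparisons that follow, the paper concludes that each cell line has a distinct expression profile.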

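In edgeR, 361 genes were up-regulated in the B-cell lymphomas. Of these, 38 (10.53%) were up-regulated in CLBL-1, CLBL-1M and GL-1. By line, 251 were also up-regulated in CLBL-1, 254 in CLBL-1M and 39 in GL-1, while 343 had log2 fold-changes above 0 in all of them. The replicate block, the comparisons within inferred batches and the fits of each group with the controls alone each left 0 genes (0%).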

Thus, only 19% (93) of the genes that were up-regulated in B-cell lymphomas were also up-regulated in all B-cell-derived lymphoid cell lines (see Fig. 2A). 

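Of 478 genes down-regulated in the B-cell lymphomas in edgeR, 2 (0.4184%) were down-regulated in all B-cell-derived lines. By line, 316 passed in CLBL-1, 318 in CLBL-1M and 3 in GL-1, which had log2 fold-changes below 0 for 390 of the 478 genes. Both CLBL-1 and CLBL-1M were down-regulated for 305 genes. The number moved most with a prior on fold-changes in DESeq2, to 199 genes (20.47%). It was 0 with the replicate block and 0 within inferred batches.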

Similarly, only 29% (233) of the genes that were down-regulated in B-cell lymphomas were also down-regulated in all B-cell-derived lymphoid cell lines. The products of the genes that were found differentially expressed in B-cell lymphomas and all B-cell-derived cell lines were enriched in kinases, proteins modified by the formation of disulfide bonds and containing coiled coil and EGF-like domains, immunoglobulins, and nucleotide-binding proteins (see Fig. 2B), and involved in cell development, proliferation and migration, among other functions (see Table S5). Moreover, the genes that were exclusively differentially expressed in each of the B-cell-derived sample groups (or closely related sample groups, in the case of CLBL-1 and CLBL-1M cell lines) exhibited distinct functional and molecular profiles (see Fig. 2B). Nevertheless, compared to other sample groups, the genes that were exclusively differentially expressed in B-lymphomas were only associated with relatively few specific processes or functions (see Fig. 2B and Table S5), suggesting few systematic differences in gene regulation and, therefore, strengthening the utility of lymphoid cell lines as lymphoma models. 

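Of 201 genes up-regulated in the probable T-cell lymphomas in edgeR, 106 (52.74%) were up-regulated in both OSW and CL-1, with 164 in OSW and 116 in CL-1. Of 89 down-regulated genes, 43 (48.31%) were down-regulated in both lines, with 73 in OSW and 46 in CL-1. With the replicate block the shares were 59.62% (31 genes) and 60.42% (29 genes). Within inferred batches they were 3.448% (2 genes) and 47.17% (25 genes), so that the share of up-regulated genes was moved most by the choice of controls. That of down-regulated genes was moved most by leaving out CL-1 replicate 2, to 21.69%.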

Analogously, 48% (193) of the genes that were up-regulated in probable T-cell lymphomas were also up-regulated in all T-cell-derived lymphoid cell lines, while 58% (265) of the genes that were significantly down-regulated in probable T-cell lymphomas were also down-regulated in all T-cell-derived lymphoid cell lines (see Fig. 3A). The products of the genes that were differentially expressed in all probable T-cell lymphoma and T-cell-derived cell line samples were found to be enriched in nucleotide-binding proteins, proteins with signal sequences and immunoglobulins, among others (Fig. 3B), and associated with cell proliferation, cell migration, and immune response, among others (see Table S6). Similarly as observed for B-cell lymphomas and B-cell-derived cell lines, the genes that were exclusively differentially expressed in probable T-cell lymphomas were associated with relatively few functions and processes (see Fig. 3B and Table S6).

**Figure 2:**
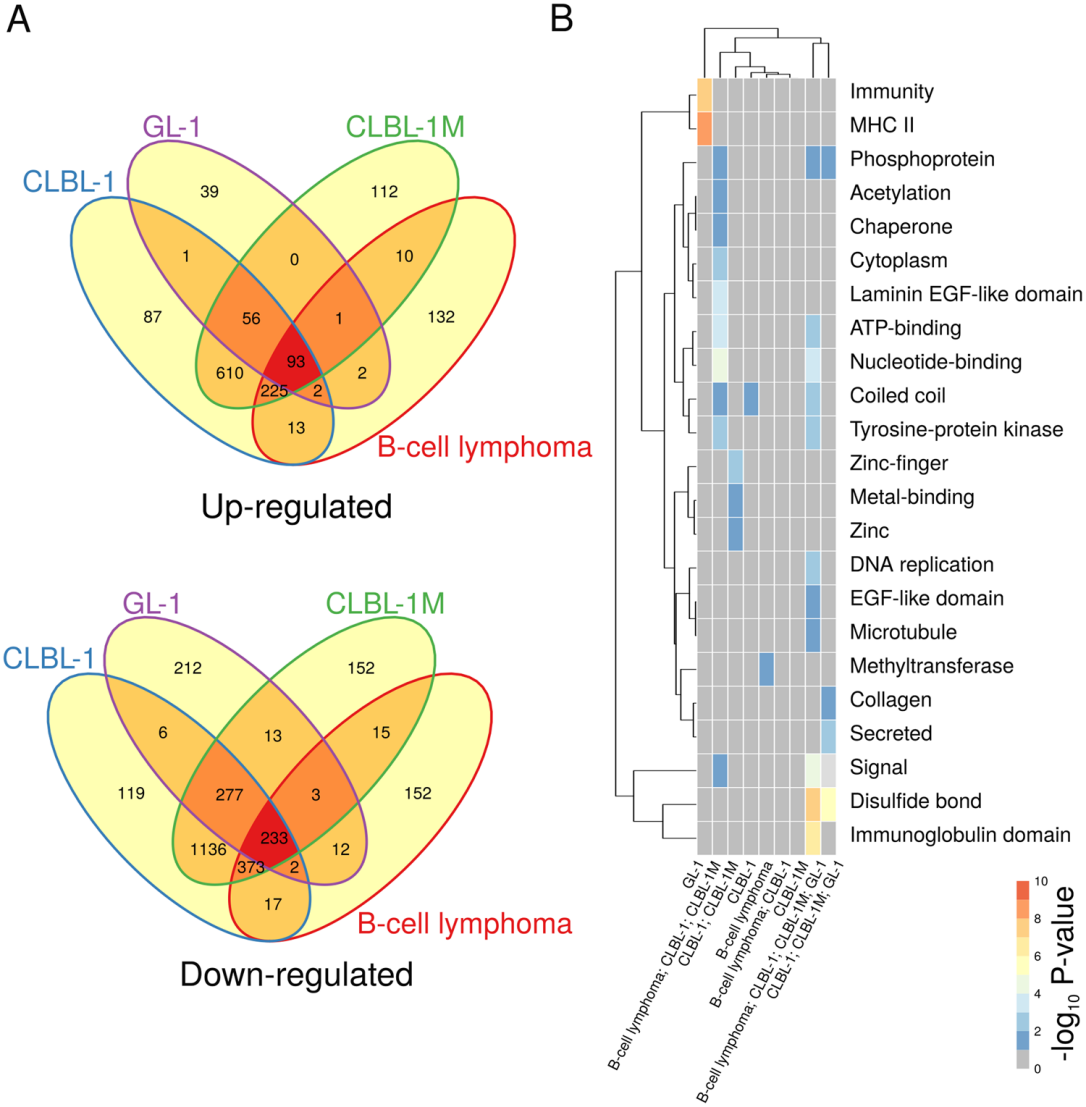
Comparison between B-cell lymphomas and B-cell-derived lymphoid cell-line models. (**A**) Venn diagram of consistently significantly up- and down-regulated genes in B-cell lymphoma and B-cell-derived lymphoid cell line samples. (**B**) UniProt keywords significantly associated with genes that are differentially expressed in B-cell lymphomas and/or B-cell-derived lymphoid cell lines. All considered sets are disjoint. For example, “B-cell lymphoma; CLBL-1” corresponds to the set of genes that are differentially expressed exclusively in both B-cell lymphoma and CLBL-1 samples. The Database for Annotation, Visualization and Integrated Discovery^57,58^ (DAVID Bioinformatics Resources 6.8, http://david.abcc.ncifcrf.gov/) was used to test for statistical enrichment of a given UniProt keyword at a FDR ≤ 5% with the set of 17,950 genes represented in the dataset with at least one sequence read count as background. Two-way clustering was performed using the Euclidean distance metric using complete linkage for both columns and rows. Visualization was performed with the R/Bioconductor package pheatmap^62^. Heatmap shades represent the negative log_10_ of the adjusted P-value (FDR) of enrichment of a given gene set for association with the listed UniProt keyword.

**Figure 3:**
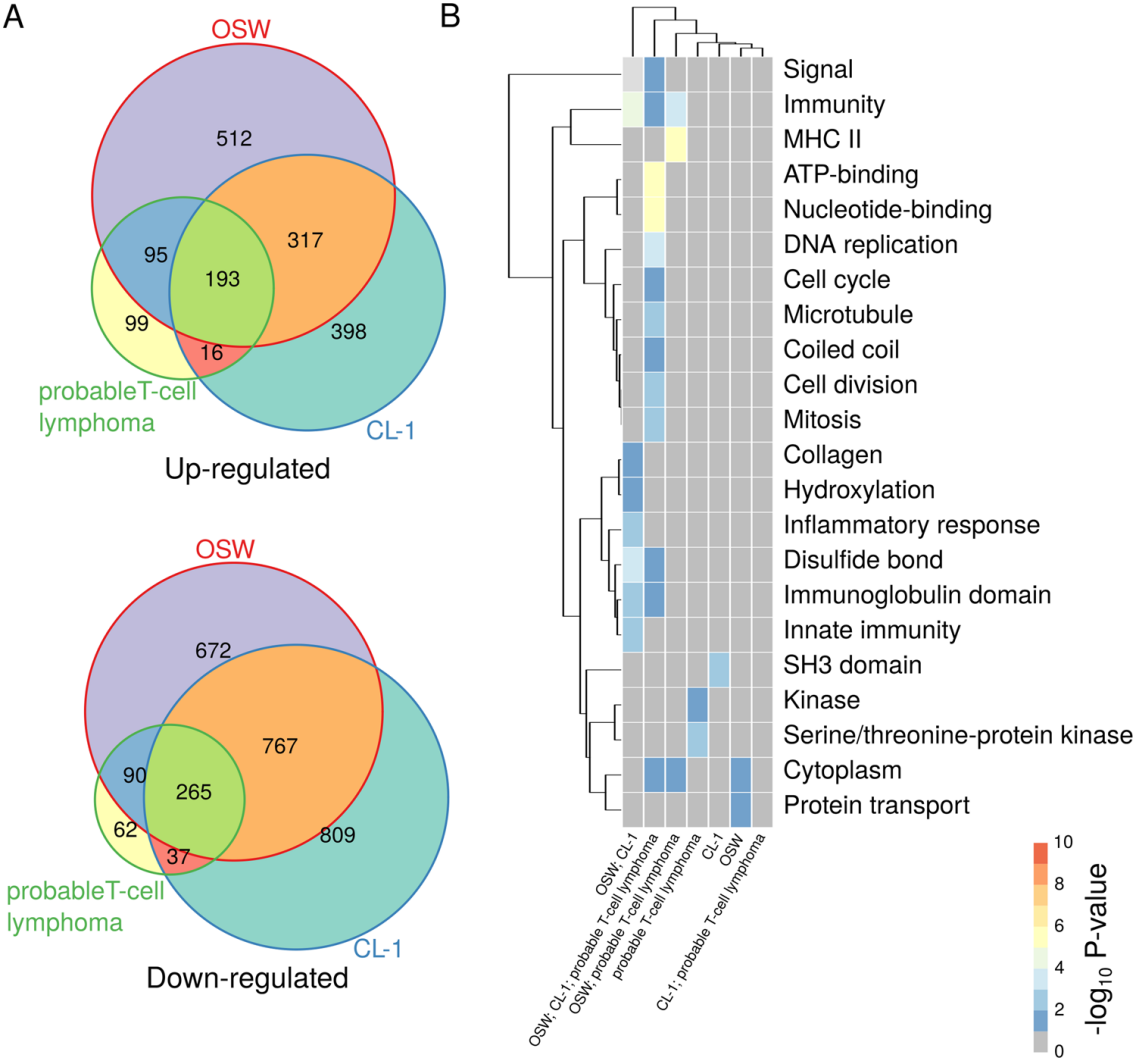
Comparison between probable T-cell lymphomas and T-cell-derived lymphoid cell-line models. (**A**) Venn diagram of consistently significantly up- and down-regulated genes in probable T-cell lymphoma and T-cell-derived lymphoid cell line samples. (**B**) UniProt keywords significantly associated with genes that are differentially expressed in probable T-cell lymphomas and/or T-cell-derived lymphoid cell lines (see Fig. 2).

Genes that were differentially expressed in lymphomas or lymphoid cell lines were involved in virtually all examined KEGG pathways^34–36^ (257/260, see Methods). To identify common dysregulated pathways among the different sample groups we examined pathway net expressions, computed as the number of up-regulated minus the number of down-regulated genes within a sample group in relation to the total number of genes in a given pathway (see Methods). Net expression values varied between −0.58 (“tuberculosis”, in OSW cell lines, with 22 genes down-regulated out of 39) and 0.52 (“DNA replication”, in CLBL-1 cell lines, with 17 genes up-regulated and only one down-regulated out of 32), with a median of −0.06. 

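Members of the DNA replication pathway could be identified by gene ID for the 19 genes that Table S5 lists under it, and not for the whole pathway. In CLBL-1 (n = 5), 15 of the 19 were up-regulated and 1 was down-regulated in edgeR, with log2 fold-changes from -3.3 to 3.14 and a median of 1.89. The genes were listed in the paper because they changed, so the share is not that of the pathway. With the CLBL-1 and CLBL-1M names exchanged, 18 were up-regulated and 0 down-regulated. The number up-regulated was 12 with the replicate block. Against control replicate 4 alone it fell to 2, the largest move. The other groups had 5 (GL-1) to 18 (CLBL-1M) of the genes up-regulated.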

In particular, several of the genes downregulated in the pathway with the most negative net expression values, “tuberculosis”, belong to the major histocompatibility complex class II (MHC II, 8) and/or are complement factors (11), which are key in immune response and antigen presentation. 

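For MHC class II, the 9 genes that Table S6 lists under the MHC class II protein complex were examined. They were listed because they changed in probable T-cell lymphomas or T-cell-derived lines in the paper, so the share down-regulated is not that of the family. All 9 were down-regulated in OSW (n = 4) in edgeR, with log2 fold-changes from -10 to -6.5 and a highest adjusted p-value of 5.6e-07. Every OSW sample was below every control for each of them. The genes belong to a multigene family, and reads shared between its members could have been split or set aside in the authors' counting. With the replicate block, 9 remained down-regulated. Against control replicate 4 alone, in the same inferred batch, 8 passed the threshold in edgeR, the only setting to move the number. In the other groups 5 passed in GL-1, 4 in the probable T-cell lymphomas and 0 elsewhere. The paper describes MHC class II genes as key in immune response and antigen presentation, and impaired antigen presentation as a means by which tumor cells evade an immune response.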

An impaired antigen presentation is essential for tumor cells to evade an immune response^37^. Consistent with the overall numbers of up- and down-regulated genes we found that a large number of pathways (between 122 and 205, depending on the sample group, with a median of 198) exhibited negative net expressions. Also, a total of 219 pathways had net expression values close to zero in at least one sample group, in the sense their absolute net expression values were in the range −0.05 to 0.05. Pathways with similar net expression profiles across all lymphoma and lymphoid cell line sample groups were clustered together using self-organizing maps (SOMs, see Fig. 4 and Table S7). The SOMs revealed that 28% (72) of the pathways had net expression values close to zero across most sample groups (units 7, 11, 12 and 16, with median net expression values across all pathways and sample groups in the range −0.05 to 0.05, see Fig. 4A and B). In addition, 37% (94) of the pathways exhibited negative net expressions in most sample groups (units 1, 5, 9, 10, 13 and 14, with median net expression values < −0.10), while only 7% (18) of the pathways had positive net expressions in most sample groups (units 4 and 8, with median net expression values > 0.10). Pathways with negative net expressions in lymphomas are those that would normally prevent tumor dissemination (e.g., “cell adhesion molecules” and “tight junction”) and that are required for establishing and/or maintaining the circadian rhythm and immune responses (e.g., “circadian rhythm” and “primary immunodeficiency”). In contrast, pathways with positive net expressions were associated with increased cell cycle (e.g., “DNA replication” and “pyrimidine metabolism”) and increased energy metabolism (e.g., “glycolysis gluconeogenesis” and “pentose phosphate pathway”). Furthermore, the SOMs indicated that pathway dysregulation is, in general, stronger in lymphoid cell lines compared to lymphomas. Indeed, of the aforementioned 94 pathways with negative net expressions in most sample groups (units 1, 5, 9, 10, 13 and 14), 31 had net expression values that were closer to zero in B-cell lymphomas than in any other sample group, while 56 had net expression values that were closer to zero in probable T-cell lymphomas than in any other sample group. Moreover, 81 pathways had net expression values that were closer to zero in B-cell or probable T-cell lymphomas compared to any other sample group. Similarly, as observed for pathways with negative expressions, of the aforementioned 18 pathways with positive net expressions in most sample groups (units 4 and 8), 4 had net expression values that were closer to zero in B-cell lymphomas than in any other sample group, while 2 had net expression values that were closer to zero in probable T-cell lymphomas than in any other sample group. Moreover, the only sample group which exhibited net expression values closer to zero than any of the lymphomas for more pathways was GL-1 (for 13 pathways). Despite the similarities in pathway dysregulation between lymphomas and lymphoid cell lines, we found punctual differences. For example, all lymphoid cell lines exhibited more down-regulated than up-regulated genes in the p53 signaling pathway (net expressions between −0.02 and −0.09), while B-cell and probable T-cell lymphomas displayed the opposite trend (net expressions 0.16 and 0.09, respectively). Inactivation or functional alternation of p53 by genomic loss or modulating mutations are frequently observed in human hematopoietic neoplasias including DLBCLs. Thereby, loss or mutation of p53 correlates with chemo resistance, shorter overall as well as progression free survival^38^. Consequently, the herein observed downregulation in the cell lines indicated a selection of an aggressive clone within the cell line compared to the primary samples. Consequently, if used for drug evaluation studies the analyzed cell lines are likely to represent chemotherapy-resistant cell fractions.

**Figure 4:**
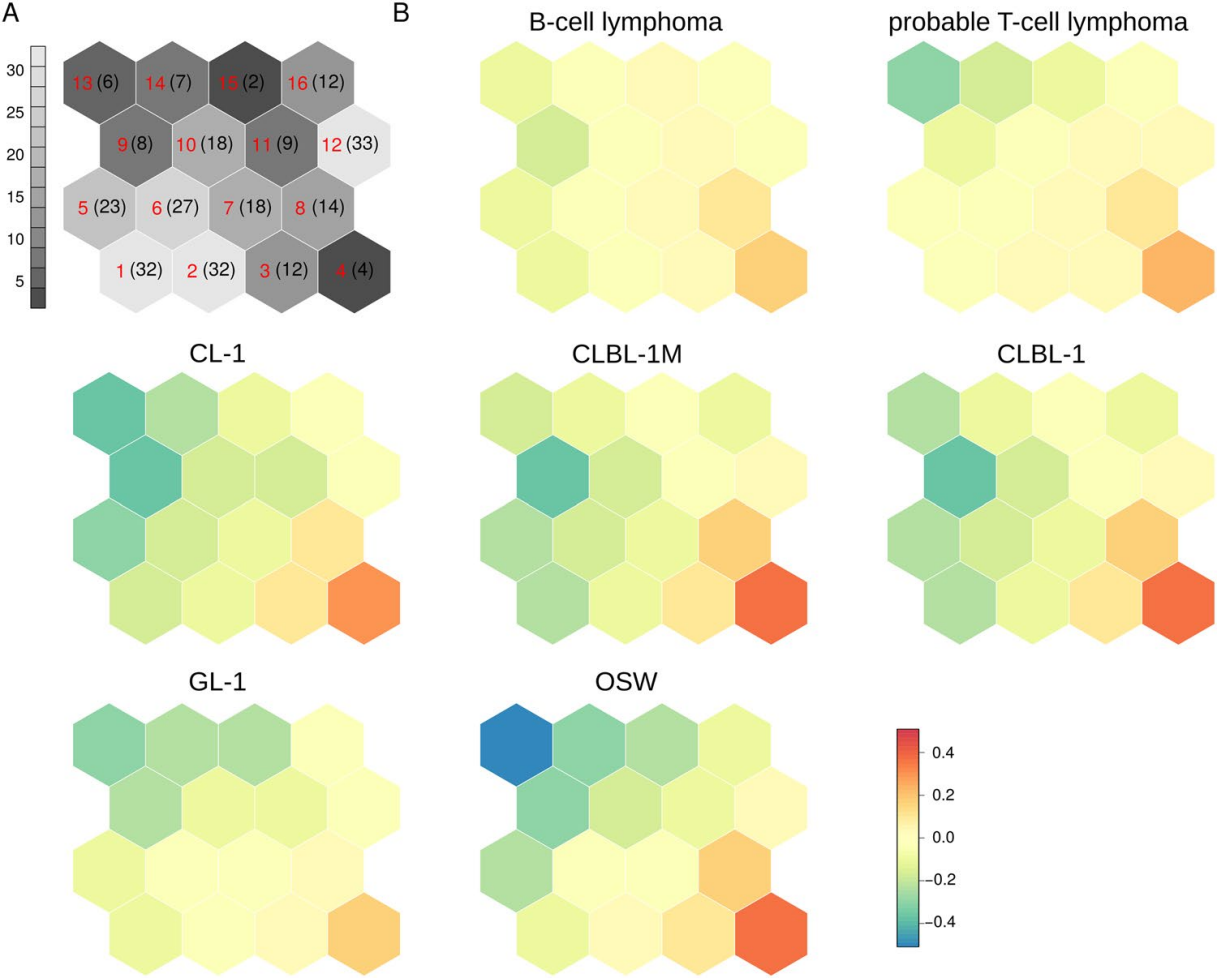
Self-organizing maps (SOMs) representing differences in pathway activity across sample groups. SOMs are a class of neural network algorithm for unsupervised machine learning with a strong visualization capability. Each hexagonal cell in the SOM grid is called a “unit” and represents a group of KEGG pathways^34–36^. Pathways have been grouped according to similarity in their “net expression” profiles across seven sample groups (B-cell lymphoma, probable T-cell lymphoma, CLBL-1, CLBL-1M, GL-1, OSW, and CL-1). The net expression of a pathway is defined as the number of significantly up-regulated genes minus the number of significantly down-regulated genes within each sample group in relation to the total number of genes in the pathway whose expression was detected by RNA-seq analysis (see Methods). (**A**) The gray scale and the numbers in parentheses indicate the number of pathways associated with each unit. The numbering of the units is indicated in red and corresponds to Table S7. (**B**) Each SOM map corresponds to a different sample group. The color of unit represents the average net expression of the corresponding group of pathways for the sample group indicated by the label of the SOM map, with blue indicating the lowest net expression and red the highest net expression. Two evident patterns are the red units in the right lower corner (units 4 and 8) and the blue units in the left upper corners (units 9 and 13). In contrast to lymphoid cell lines SOMs, lymphomas SOMs show only a few red and green units.

Overall, our data suggest that gene expression changes arising in *in vitro* culture affect multiple functions, processes, and pathways that are also affected in lymphomas. In turn, most if not all functions, processes, and pathways affected in B-cell lymphomas are altered in at least one of the lymphoid cell lines, while probable T-cell lymphomas appear to have a distinct expression profile. In general, we observed that most common pathways associated with cancer, and, in particular, lymphoma, are more profoundly dysregulated in the cell lines when compared to lymphomas, but the level of dysregulation and the identity of the pathways depends on the specific cell line.

### Not all pathway-specific drug targets in the B-Cell receptor signaling pathway are similarly expressed between lymphomas and lymphoid cell lines

Because of its centrality to hematopoietic neoplasias, many current human therapeutic approaches target proteins within the B-cell receptor signaling pathway. Indeed, several inhibitors are already in clinical use, FDA-approved or in clinical trials. In contrast to humans, dogs are usually not subjected to targeted therapeutic protocols, but the similarities in lymphoma presentation in both species suggest that pathway-specific inhibition should enhance treatment outcome in dogs as observed for humans. With the aim of evaluating the value of cell lines as *in vitro* models for pathway-specific inhibitor testing, we comparatively examined the expression of B-cell receptor pathway-inhibitor targets in the different lymphoid cell lines and primary lymphoma samples (see Fig. 5).

**Figure 5:**
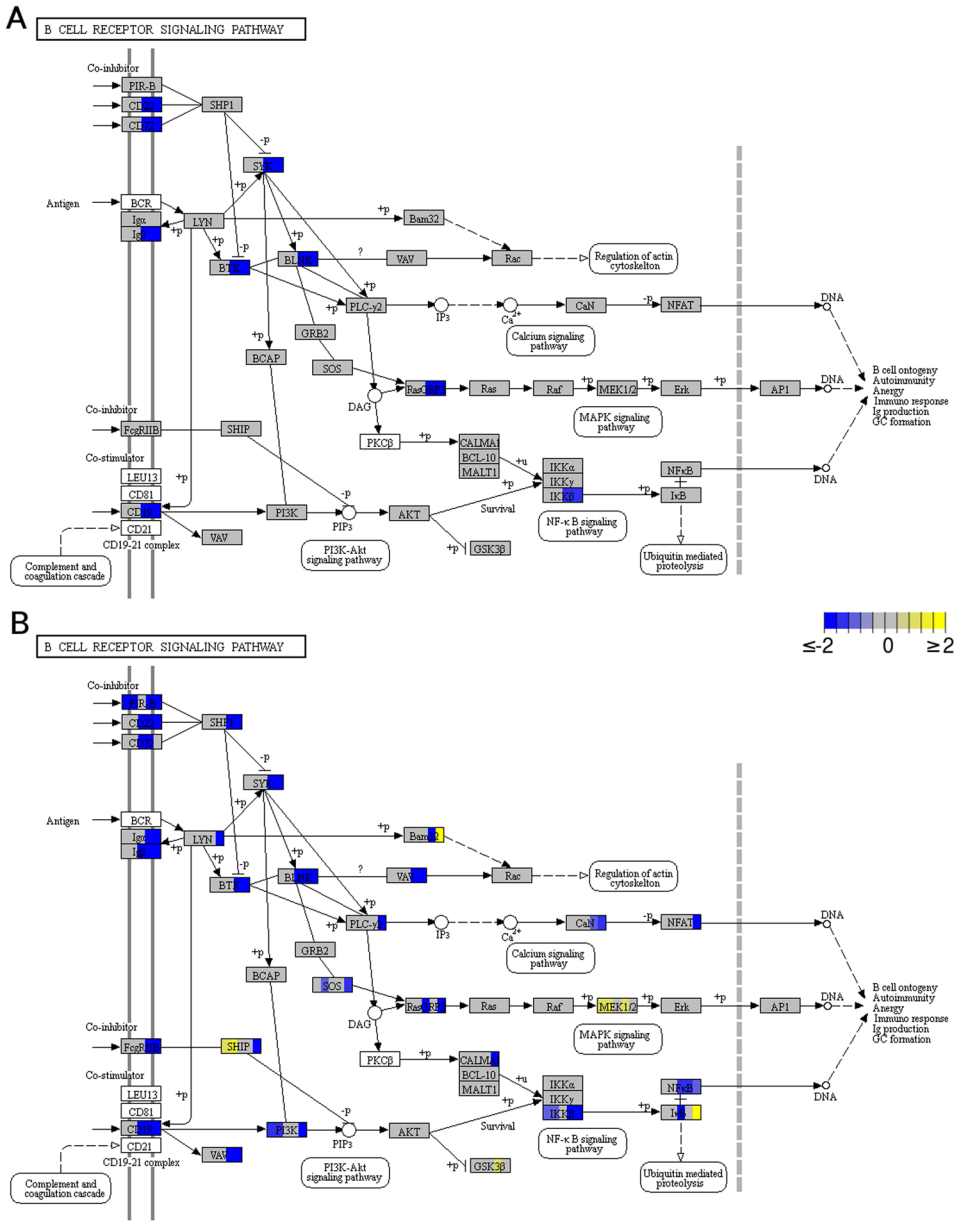
Pathway analysis of genes differentially expressed in the canine B-cell receptor signaling pathway (“cfa04662”) in the (**A**) lymphoma and (**B**) lymphoid cell-line sample groups. The boxes representing the genes are uniformly divided by the number of sample groups^34–36^. Sample groups are laid out from left to right as follows: (**A**) B-cell lymphoma and probable T-cell lymphoma, and (**B**) CLBL-1, CLBL-1M, GL-1, OSW, and CL-1. The logarithm in base 2 of the fold change relative to controls for the genes involved is indicated in yellow (up-regulated) or blue (down-regulated). White boxes represent genes whose expression was not detected. Fold changes were determined based on the average (regularized-logarithm) transformed expression values generated with the “DESeq2” R/Bioconductor package for each sample group^52^. The “Pathview” R/Bioconductor package^63^ was used to generate the graphical representation of the pathway and indicate which genes are differentially regulated.

*GSK3B*, *AKT1*, *SYK*, *BTK*, and *PIK3CA* are common targets of kinase inhibitor therapies. Thus, *GSK3B* inhibitors are currently used to target different acute leukemia and lymphoma forms^39,40^. *AKT1* inhibitors are used to target different solid tumor types as well as leukemia and relapsed lymphoma forms^41^. Additionally, *SYK* has been shown to be frequently activated in primary human DLBCL^42^, and is a target for several human leukemia therapies. Thus, the *SYK*-inhibitor entospletinib is currently undergoing several clinical trials for hematopoietic malignancies. Likewise, BTK dysregulation has been implicated in a variety of B-cell-related diseases. Finally, four well-described *PI3K* isoforms (α, β, δ and γ) are encoded by *PIK3CA*, *PIK3CB*, *PIK3CD* and *PIK3CG*. Consequently, *PIK3* inhibitors are used in targeted therapeutic approaches for several human hematopoietic neoplasias and are in clinical trials for lymphoma types such as indolent non-Hodgkin’s lymphoma and DLBCL^43,44^. None of the aforementioned genes were differentially expressed in B-cell lymphomas relative to controls and most were not differentially expressed in probable T-cell lymphomas either. Only *SYK* was down-regulated (log_2_ fold-change −2.7) and *BTK* showed a borderline non-significant tendency towards down-regulation (log_2_ fold-change −2.0) in probable T-cell lymphomas. Among the cell lines, we found that *GSK3B* expression was slightly up-regulated in OSW cells (log_2_ fold-change 1.0), while *AKT1* was not differentially expressed. *SYK* and *BTK* were down-regulated in OSW and CL-1 cell lines (*SYK* had log_2_ fold-changes −5.0 and −5.0, respectively, and *BTK* had log_2_ fold-changes −4.2 and −4.2, respectively). Lastly, *PIK3CD* was down-regulated (log_2_ fold-change −3.2) in CL-1 cell lines. Independently of their efficacy as therapeutic agents in the canine model, *AKT1*, *SYK* and *BTK* expression is consistent between B-cell lymphomas and B-cell-derived cell lines as well as between probable T-cell lymphomas and T-cell-derived cell lines, indicating the suitability of the cell lines to evaluate AKT1, SYK and BTK inhibitors. In contrast, the divergence in expression observed for *GSK3B* and *PIK3CD* between lymphomas and cell lines is likely due to clonal selection or cultivation induced artifacts, hence limiting the value of the cell lines as drug testing system. It is important to note, though, that since kinase inhibitors show major effects in protein phosphorylation patterns, further evaluation at the protein level using canine specific antibodies should be warranted to evaluate the relevance of these findings.

## Discussion

Historically, classification of lymphomas has been dominated by histological and histopathological methods, but has recently evolved with the application of high-throughput transcriptomics and proteomics technologies. Thus, in humans, genome-wide gene expression profiling has led to the definition of different molecular subtypes with distinct prognosis^22^. Our results confirm that massive parallel sequencing (RNA-seq) can also be used for classification of B- and T-cell lymphomas in dogs, enabling a depth of analysis that was not feasible with conventional PARR (PCR for Antigen Receptor Rearrangement) and flow cytometry.

Cell lines are among the most used models in lymphoma studies^45,46^. Our comparative analyses of primary lymphoma and lymphoid cell line samples at the transcriptome level indicate that *in vitro* cultured lymphoid cell lines at least partially retain the transcriptomic landscapes of primary lymphomas. Specifically, we found that the majority of the differentially expressed genes are down-regulated compared to the controls. This suggests that an important mechanism in both lymphoid neoplasms and lymphoid cell lines involves turning off, rather than activating the expression of genes. Consistently, extremely down-regulated genes were highly enriched for normal lymphocyte functions, most likely indicating a dedifferentiation of the cells. In addition, genes that were differentially expressed in both primary lymphomas and lymphoid cell lines relative to controls were strongly associated with cell differentiation and proliferation. Distinct examples of proliferation signatures have been identified in many different tumor and tumor-derived cell types^33^. Basically, such proliferation signatures consist of a core set of genes whose expressions correlate with rapid cell proliferation and, they have been proposed as a component of clinical diagnostics for cancer patients, for example, to distinguish between low and high grade breast cancers^46^. We also observed a large number of genes whose expression was discordant between matched primary lymphomas and lymphoid cell lines. These alterations indicate cell population selection during primary and long-term culture. Moreover, the number of genes significantly differentially expressed in lymphoid cell line samples is many-fold larger than that in primary lymphoma samples. 

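The 5 cell lines together had 4065 differentially expressed genes and the 2 lymphoma groups 983 in edgeR, a ratio of 4.14. CL-1, with 2 samples, had 1.59 times as many as the 12 B-cell lymphomas (1330 and 839). Within inferred batches the numbers were 1048 and 481, with a single control for the cell lines and 3 for the lymphomas. With the replicate block they were 2651 and 121. The relaxed cut-off of 0.05 in edgeR moved the lymphoma count most, with 8914 genes in the lymphomas and 12898 in the cell lines. The replicates are of unlike kinds, since the samples of a line repeat that line and the lymphomas come from different dogs. Pairs of samples differed with a chi-square per degree of freedom of 2.459 in CL-1 and 10.82 to 62.82 in the B-cell lymphomas. The ratios of counts therefore also reflect the kind of replicate.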

Many of these changes appear to represent a more extensive dysregulation of biological functions, processes, and/or pathways that were already dysregulated in the primary lymphomas. Despite the possibility of cross contamination of the primary tumors with non-neoplastic tissue, the fact that we found evidence for pathway- and cell-line-specific dysregulation suggests that *in vitro* culture leads to loss of tumor heterogeneity and clonal selection. Remarkably, we noted that not all common therapeutic targets in the B-cell receptor signaling pathway are similarly expressed between lymphomas and lymphoid cell lines, a finding that may have implications for the assessment of novel lymphoma drugs by cell line experiments and warrants further investigation.

In general, targeted therapies combining conventional chemotherapy with pathway-specific inhibitors improve treatment outcome. Although, in contrast to humans, dogs are normally not subjected to targeted therapeutic protocols, the similarities in lymphoma presentation in both species suggest that pathway-specific inhibition should enhance treatment outcome in dogs as well. Consequently, experimental therapeutic protocols in dogs bare significant value for human patients. Our systematic comparison between the transcriptome of primary lymphomas and lymphoid cell lines provides a solid rationale for the use of lymphoid cell lines as *in vitro* models for primary lymphomas, but also point out their limitations.

## Methods

### Cell lines and de novo samples

Canine B-cell lymphoma cell lines CLBL-1 (5 replicates), CLBL-1M (5 replicates), GL-1 (1 replicate), and canine T-cell lines CL-1 (2 replicates) and OSW (4 replicates) were cultured routinely in RPMI 1640//20% FBS/2% penicillin-streptomycin (all components from Biochrom AG) medium. All cells were maintained in a humidified incubator at 37 °C and 5% CO_2_.

Samples from dogs with naturally occurring lymphomas (12 multicentric B-cell lymphomas, one T-cell lymphoma, and three intestinal lymphomas) were collected from 16 patients at the Small Animal Clinic, University of Veterinary Medicine Hannover, Foundation, Germany according to the respective legislation of the state of Lower Saxony, Germany. Four non-neoplastic lymph nodes were used as controls.

### RNA isolation

Total RNA was isolated from primary lymphoma samples and lymphoid cell lines using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. On-column DNase digestion was performed with the RNase-Free DNase Set (Qiagen) to avoid genomic DNA contamination. RNA quality was characterized by RIN analyses on an Agilent 2100 Bioanalyzer (Biorad, Germany) using the Nano Kit according to manufacturer’s instructions (Biorad, Germany).

### Library construction and sequencing

For the preparation of sequencing libraries, 2 µg total RNA with RIN > 8 were used. Poly-A RNA was enriched and ligated to sequencing adapter using the NEBNext Ultra RNA preparation Kit (New England Biolabs) according to manufacturer’s protocols. Sequencing was conducted on an Illumina Hiseq. 2500. 100bp-long paired-end reads were generated, with approximately 30 × 10^6^ reads per sample.

### Data processing and differential gene expression analysis

The reads were subsequently mapped to the canine genome (Broad CanFam3.1/canFam3, Sep. 2011) using BWA^47^. Duplicate reads and low quality mappings were removed using Picard (http://broadinstitute.github.io/picard) and samtools^48^. Raw read counts for each of the Ensembl^49^ (release 85, fpt://ftp.ensembl.org/pub/release-85/gtf/canis_familiaris) genes were obtained using the Python package HTSeq^50^. (version 0.6.1). Quality control was assessed using FastQC^51^.

Of the 19,856 annotated canine protein-coding genes in Ensembl, 17,950 genes (90.4%) were represented with at least one sequence read count (i.e., one mapped read) in at least 1 of the 37 individual sample RNA-seq libraries. 

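The same filter was applied to the 25270 genes of all biotypes with at least 1 count, in which genes whose highest CPM over the 37 samples lay above the 40th percentile were kept, leaving 15162 genes (60%).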

These 17,950 genes were further filtered by removing lowly expressed genes, whereby only genes displaying a number of reads normalized by the library size above the 40th percentile for at least one sample were used for subsequent analyses, yielding 10,771 genes (54% of annotated canine genes). Of the 846 annotated canine microRNA genes (miRNAs) in Ensembl, 401 (48%) had at least one sequence read count (i.e., one mapped read) in at least 1 of the 37 individual sample RNA-seq libraries. These miRNAs were further filtered by removing lowly expressed miRNAs (below the 40th percentile for all samples), resulting in 246 miRNAs. Finally, of the 8,124 annotated canine long non-coding RNA genes (lncRNAs) in Ensembl, 4,729 (58%) had at least one sequence read count (i.e., one mapped read) in at least 1 of the 37 individual sample RNA-seq libraries. 

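Biotypes are not part of the counts. As a stand-in, chosen after seeing the data, genes whose Ensembl number is at or above that of the first lncRNA in Table S3 were counted, which gave 8079 genes, 4703 of them with at least 1 count in at least 1 sample and 2817 past the filter on low counts. In edgeR 64 of these were differentially expressed, and 37 with TMM factors computed within the set.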

1,889 where considered lowly expressed and excluded from the differential expression analysis, which included then a total of 2,840 lncRNAs.

The DESeq2 R/Bioconductor package^52^ (version 1.10.1) was used to process read counts from HTSeq and determine statistically differentially expressed genes. Our experimental design included cell lines and primary B- and T-cell lymphoma samples (B-cell lymphoma, probable T-cell lymphoma, CLBL-1, CLBL-1M, GL-1, OSW, and CL-1). Dispersion was estimated for these 10,771 genes using the function “estimateDispersions” with default options. The function rlogTransformation was used to transform the original count data to the log_2_ scale. For each of the primary lymphoma or cell line sample groups, the expression value of each gene was compared to the controls using pairwise comparison (Wald test with H_0_: moderated log_2_ fold-change = 0 and H_1_: moderated log_2_ fold-change ≠ 0). Genes were considered differentially expressed if the Benjamini-Hochberg adjusted P-value (false discovery rate, FDR^53^) was ≤1 × 10^−5^. The rlogTransformation() function in the DESeq2 R/Bioconductor package was used to transform the count data to the log_2_ scale; this transformation minimizes differences between samples for genes with small counts and normalizes the counts with respect to library size.

### Promoter motif analysis

We used DREME^54^ in conjunction with TOMTOM^55^ and JASPAR^56^ to identify putative transcription factor binding sites (TFBFs) in gene promoters. Gene promoters were defined as 1000-bp-long sequences starting 750 bp upstream and ending 250 bp downstream of the annotated transcription start site (TSS).

### Functional analysis

The Database for Annotation, Visualization and Integrated Discovery^57,58^ (DAVID Bioinformatics Resources 6.8, http://david.abcc.ncifcrf.gov/) was used to test for functional and pathway statistical enrichment analysis. In particular, we focused on the categories: GOTERM_MF_ALL, GOTERM_BP_ALL, GOTERM_CC_ALL, GOTERM_MF_DIRECT, GOTERM_MF_FAT, GOTERM_CC_FAT, UP_KEYWORDS, and KEGG_PATHWAY, and applied and identified enriched categories based on the FDR.

### Pathway analysis

Kohonen’s self-organizing maps (SOMs^59^) were used to extract prominent patterns of pathway activity. Specifically, SOMs were used to cluster and visualize the “net expression” of KEGG pathways^34–36^ across seven sample groups (B-cell lymphoma, probable T-cell lymphoma, CLBL-1, CLBL-1M, GL-1, OSW, and CL-1). The net expression of a pathway was defined as the number of significantly up-regulated genes minus the number of significantly down-regulated genes within each sample group in relation to the total number of genes in the pathway. Only genes whose expression was detected with at least one sequence read count in at least one RNA-seq library were considered. Definitions for 309 KEGG pathways were downloaded using the KEGGRest R/Bioconductor package^60^. The net expressions of 257 KEGG pathways comprising a minimum of 20 genes detected at the level of at least one sequence read count in at least one RNA-seq library were used to train the SOMs. Calculations were conducted with the kohonen R package^61^ with a 4 × 4 hexagonal SOM grid and additional default parameters.

The RNA-seq data presented in this manuscript has been deposited in the NCBI GEO database (entry GSE112474).

## Electronic supplementary material

Supplementary Figures and Legends

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

# Supplementary material for: Comparative High-Resolution Transcriptome Sequencing of Lymphoma Cell Lines and de novo Lymphomas Reveals Cell-Line-Specific Pathway Dysregulation
**Source:** Sci Rep. 2018 Apr 19;8:6279. doi: 10.1038/s41598-018-23207-7
**Supplement:** Supplementary file 1 — Supplementary Figures and Legends

**Comparative High-Resolution Transcriptome Sequencing of Lymphoma Cell Lines and de novo Lymphomas Reveals Cell-Line-Specific Pathway Dysregulation**

Leila Taher^1,2^, Julia Beck^3^, Wen Liu^4^, Catrin Roolf^4^, Murali Chodisetti^2,4^, Jan T. Soller^6^, Barbara C. Rütgen^7^, Sabine E. Hammer^8^, Sina Sender^4^, Katharina A. Sterenczak^4^, Georg Fuellen^2^, Christian Junghanss^4^, Bertram Brenig^6^, Ingo Nolte^5^, Ekkehard Schütz^3,6^, Hugo Murua Escobar^4,5 §^

^3^Chronix Biomedical Göttingen, Germany

Supplementary Figures

Figure S1

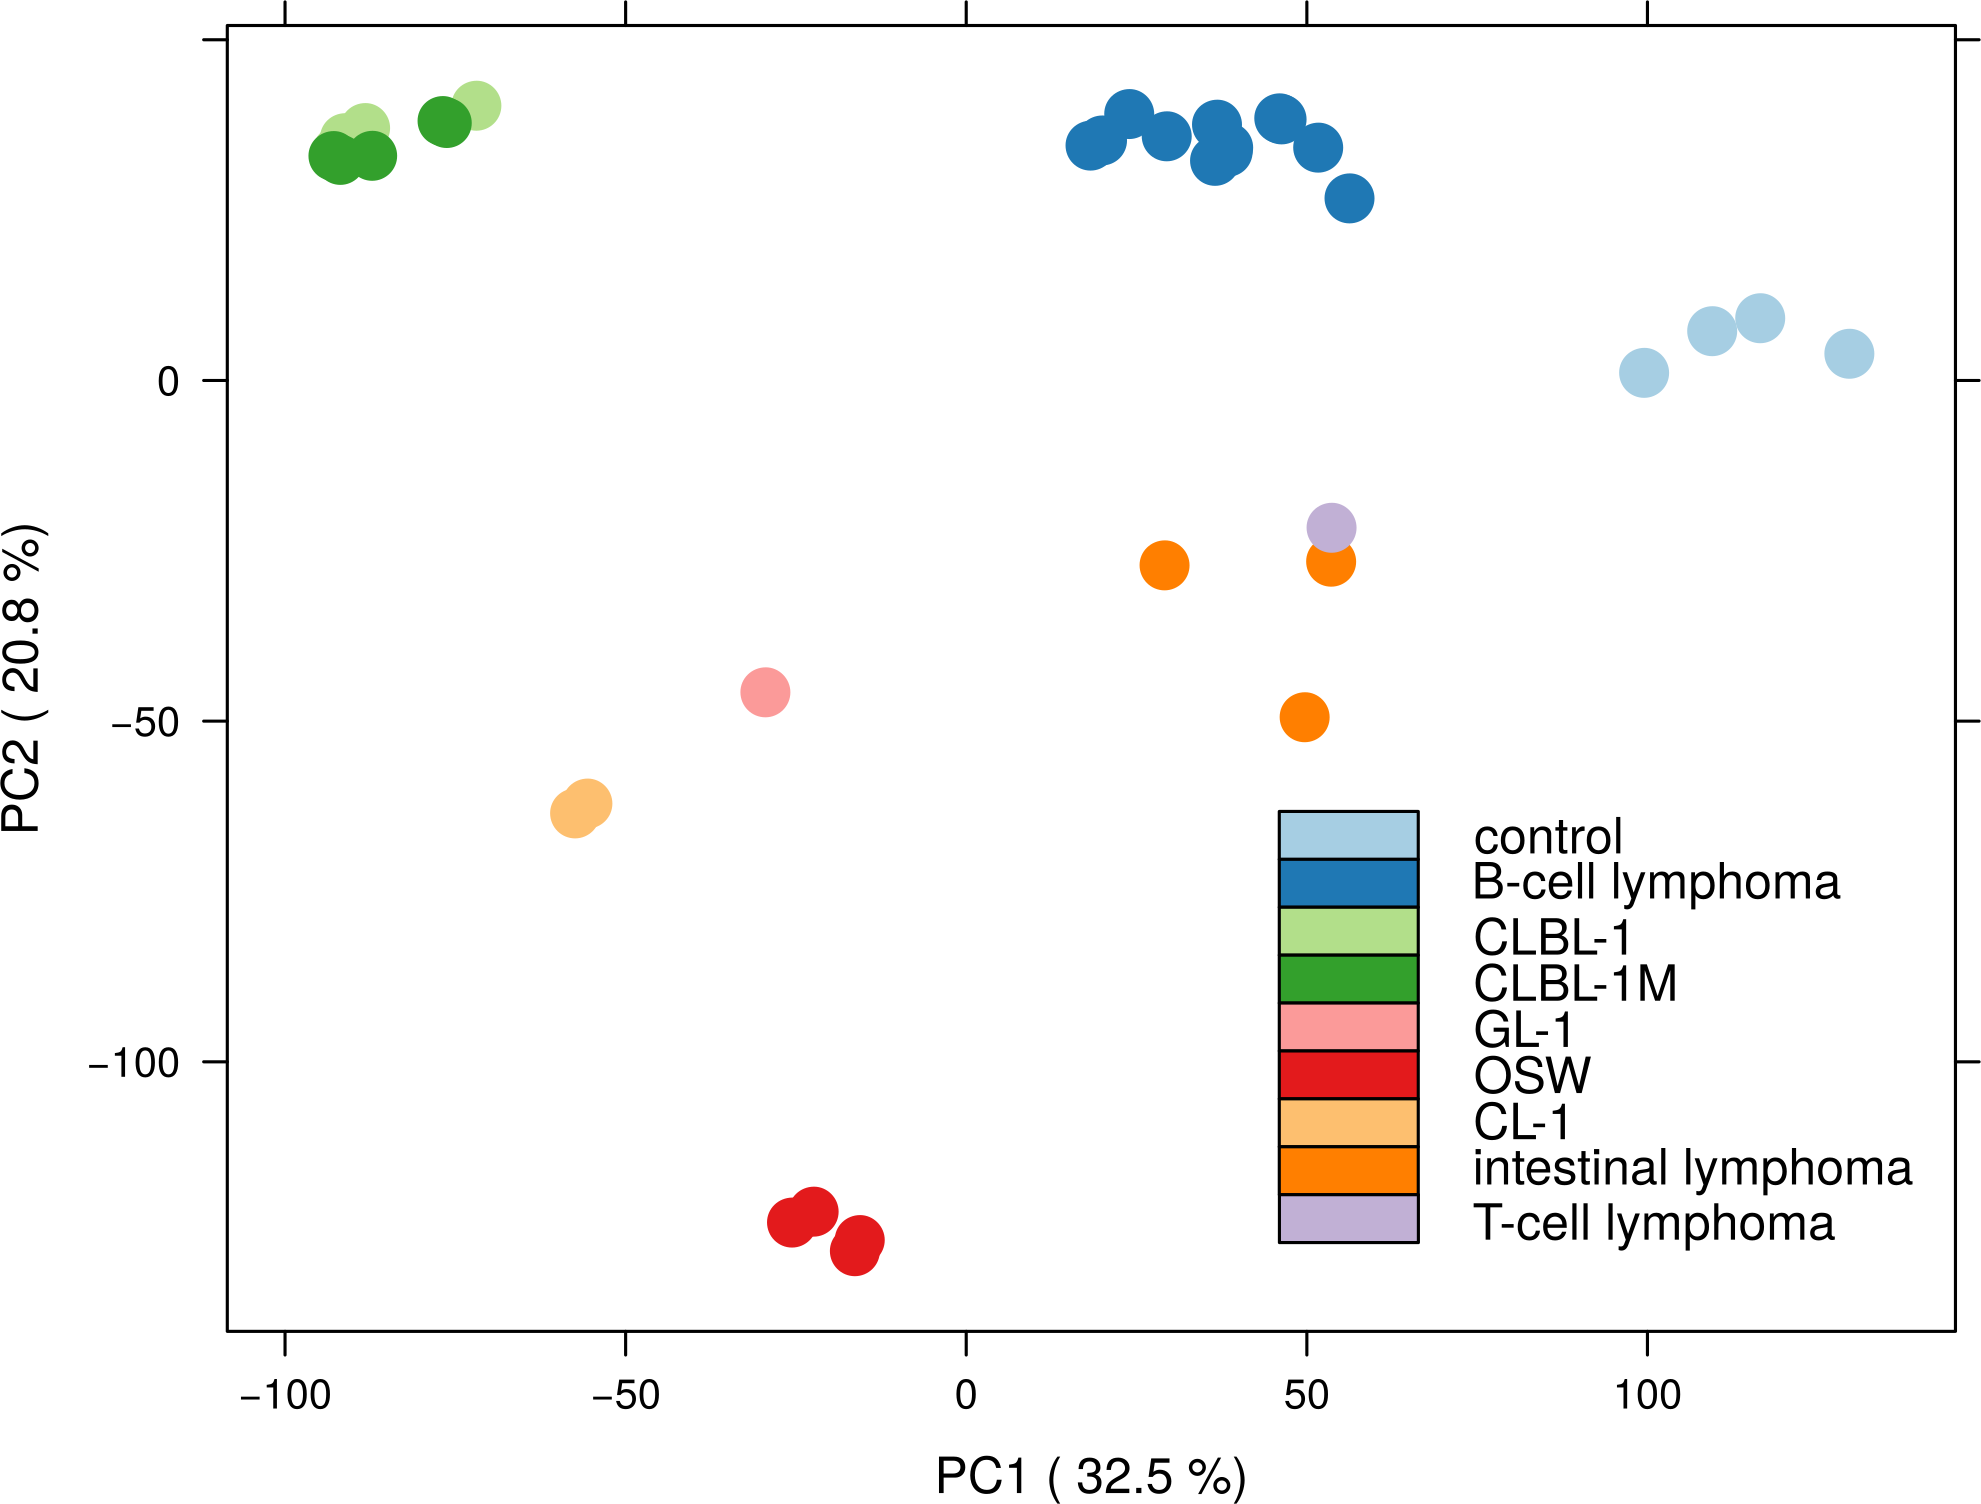

**S1 Fig. Principal component analysis (PCA, the two first components are plotted) for (regularized-logarithm) transformed expression values generated with the “DESeq2” R/Bioconductor package.** PC analysis was performed using the R function prcomp, on centered and scaled data. The first PC explains 322.5% of the variance in the data, the second PC, 20.8%. All 17,950 annotated protein-coding genes with at least one sequence read count (i.e., one mapped read) in at least 1 of the 37 individual sample RNA-seq libraries were included in the analysis. The single T-cell lymphoma sample clusters together with the three intestinal lymphoma samples. Because of the similarity between their molecular profiles, these four samples were further labeled as “probable T-cell lymphoma”.

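In the rlog values of all 25270 genes with at least 1 count, centered and scaled, the first principal component held 19.75% of the variance and the second 11.9%. Without scaling they held 33.23% and 20.48%, the largest move of the alternatives, while vst and log2(CPM + 1) values gave 19.66% and 19.24% on the first component.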

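On the second component of all genes, the 4 probable T-cell lymphomas lay between -15.41 and 20.59 and the 12 B-cell lymphomas between -80.55 and -36.74. In the plane of the first 2 components, the mean distance was 20.72 among the probable T-cell lymphomas, 26.31 among the B-cell lymphomas and 56.65 between them. Over all genes without projection, the corresponding mean rlog distances were 177.9, 106.3 and 170.6, and the nearest lymphoma of each of the 4 probable T-cell lymphomas was a B-cell lymphoma. With log2(CPM + 1) in place of rlog values the distance between the groups was 188.6. The paper describes a cluster of these samples in the projection and gives similar molecular profiles as the reason for their common label.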

Figure S2

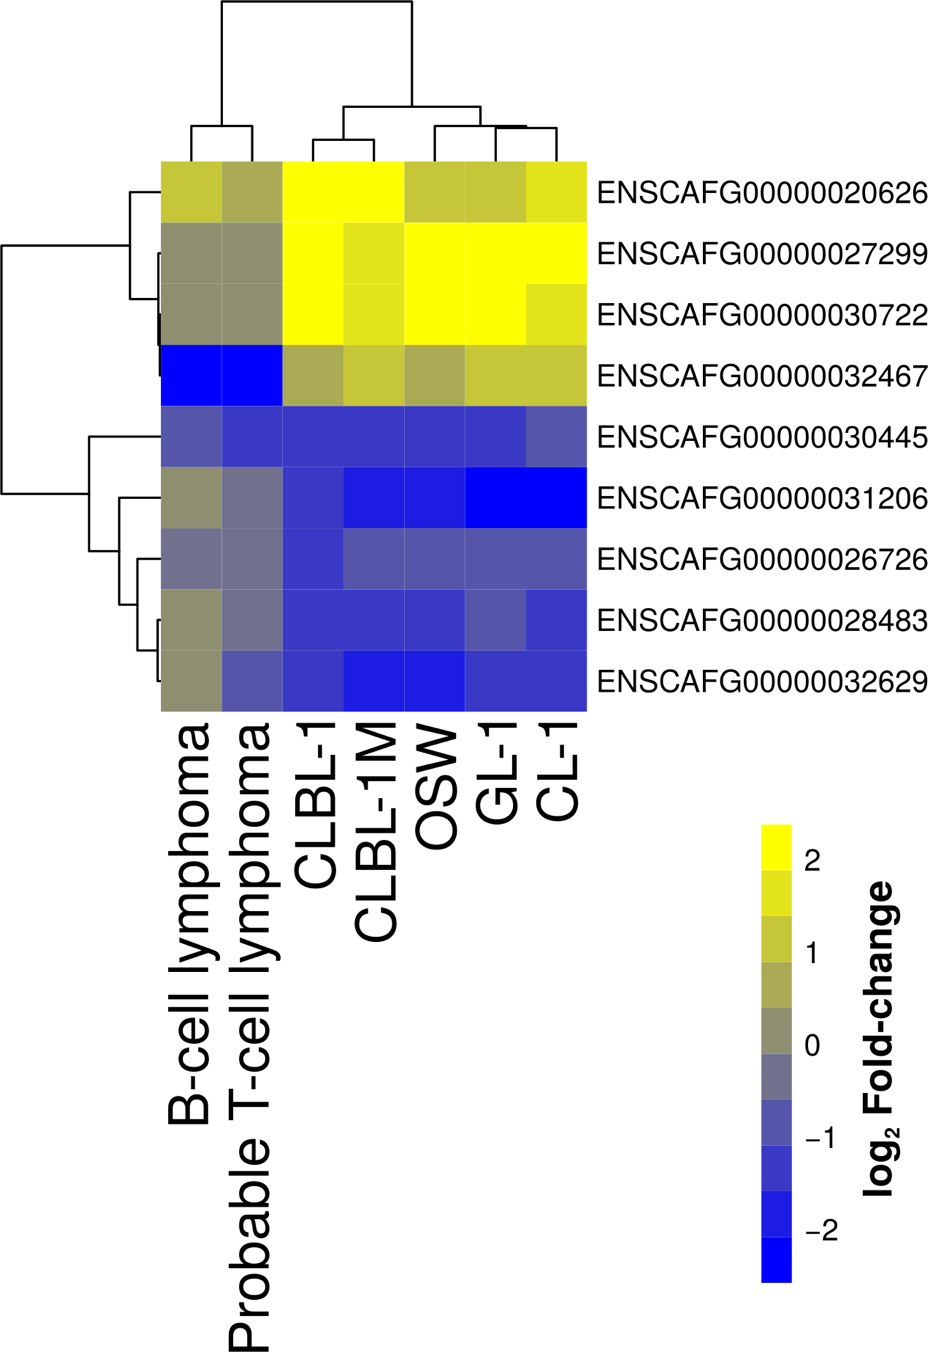

**S2 Fig. Heatmap showing log_2_ fold-changes of expression in differentially expressed miRNAs when compared to controls.** For each sample group, log fold-changes were calculated from average expression values. Such expression values had previously been subjected to DESeq2’s regularized-logarithm transformation. Two-way clustering was performed using the Euclidean distance metric for samples (columns) and a correlation-based metric for RNA transcripts (rows) using complete linkage for both sample and RNA transcripts tree construction. The heatmap was created with the “pheatmap” R/Bioconductor package ^1^.

Figure S3

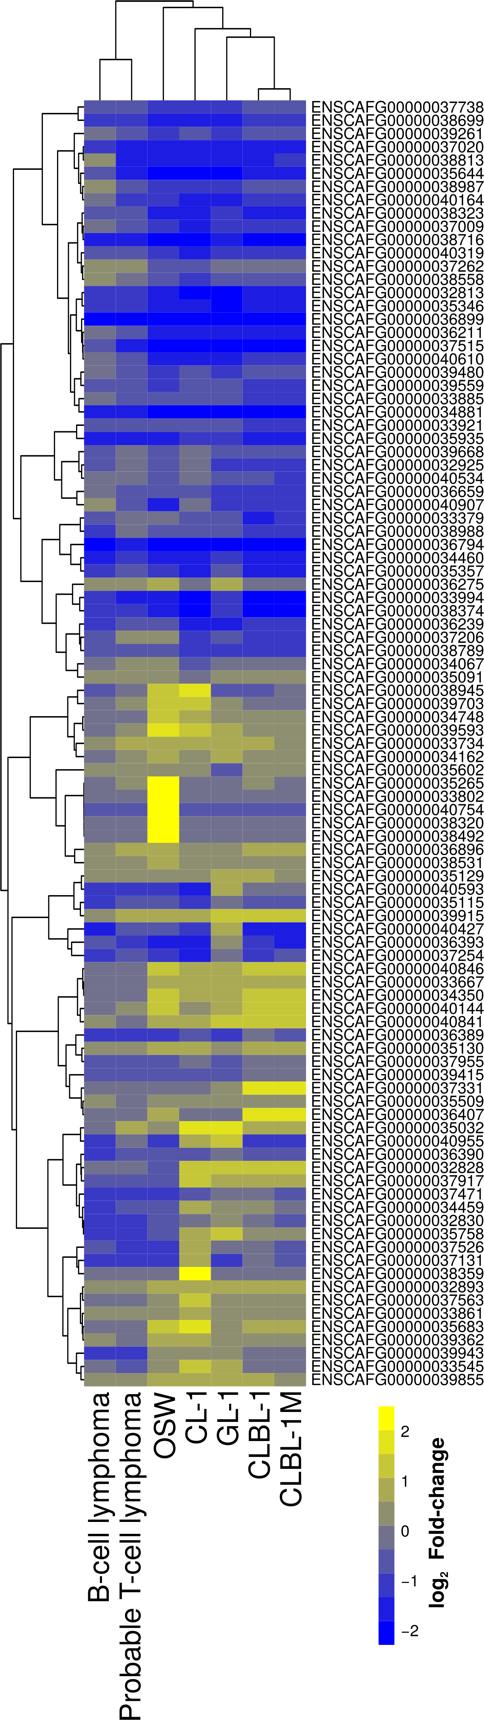

**S3 Fig. Heatmap showing log_2_ fold-changes of expression in differentially expressed lncRNAs when compared to controls.** (see S2 Fig).

Figure S4

**
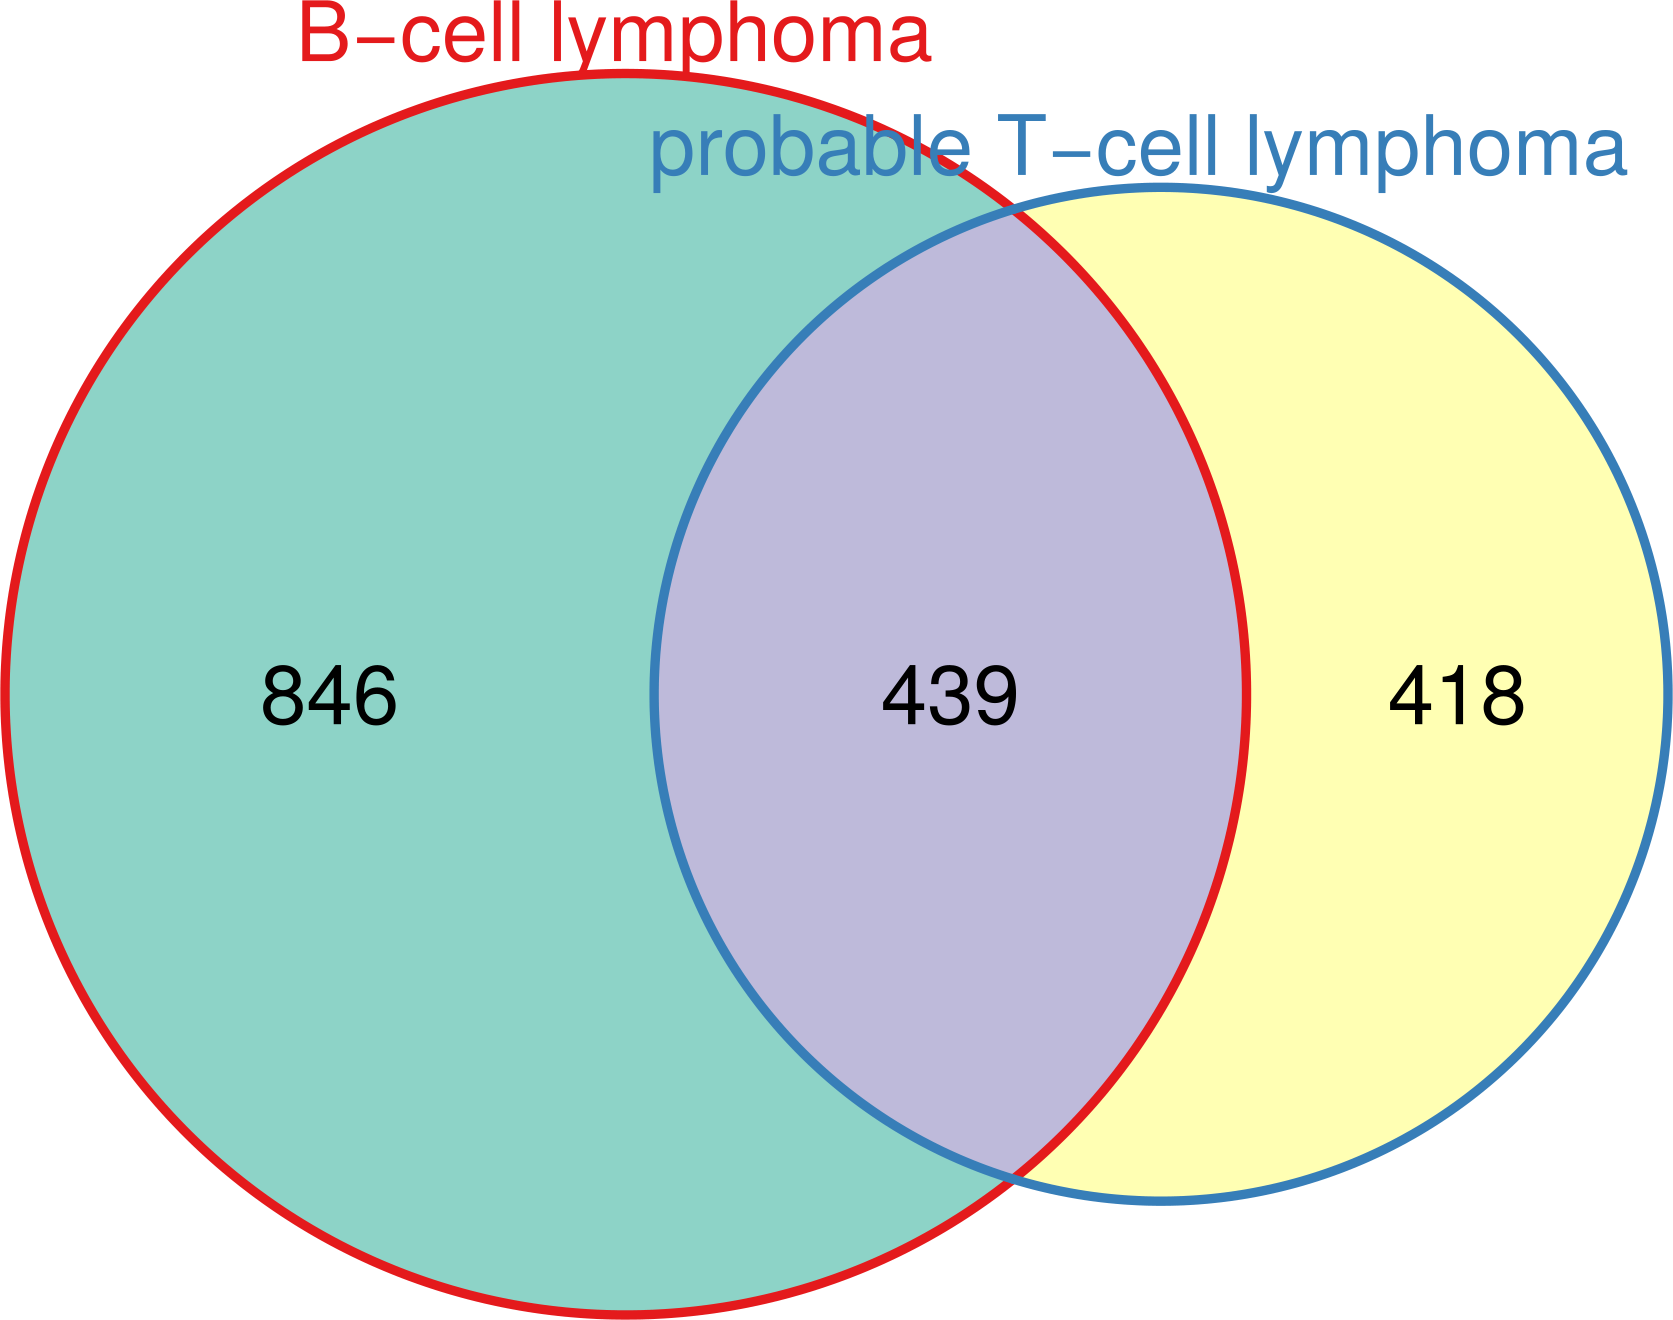
**

**S4 Fig. Venn diagram of the differentially expressed genes in B-cell and intestinal lymphomas relative to controls.** The number in each circle represents the amount of differentially expressed genes between B-cell lymphomas (red) and intestinal lymphoma (blue) as compared to controls. The intersection of the sets represents mutual differentially expressed genes.

Figure S5

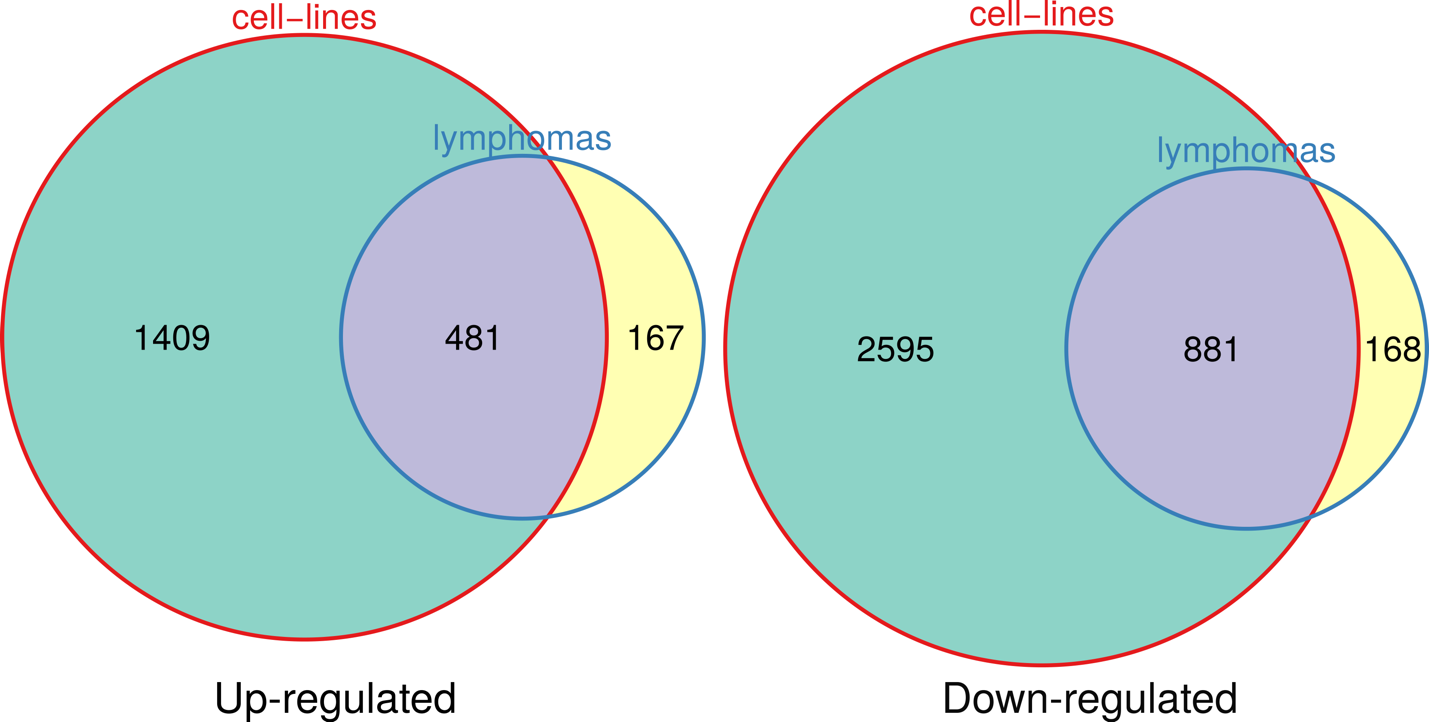

**S5 Fig. Comparison between lymphomas and lymphoid cell-line models.** (A) Venn diagram of consistently significantly up-regulated genes in lymphoma and lymphoid cell line samples. By “consistently up-regulated” we mean that the genes were up-regulated in B-cell and probable T-cell lymphomas and either up-regulated or unchanged in all lymphoid cell lines. (B) Venn diagram of consistently significantly down-regulated genes in lymphoma and lymphoid cell line samples. By “consistently down-regulated” we mean that the genes were down-regulated in B-cell and probable T-cell lymphomas and either down-regulated or unchanged in all lymphoid cell lines.

Supplementary Tables

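Table S1 gives, for each gene and sample group, the DESeq2 log2 fold-change and adjusted p-value against the controls, and lists genes by Ensembl identifier. The 1998 rows available here were compared with DESeq2 log2 fold-changes computed from the counts with a prior on fold-changes. The root mean square difference was 0.056 to 0.158 in the groups other than CLBL-1 and CLBL-1M.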

**Table S1.** Ensembl gene id and symbol for the 5,712 protein-coding genes that were found significantly differentially expressed for at least one of the sample groups. The column “baseMean” is the mean of normalized counts of all samples, normalizing for sequencing depth. The column “Log2FoldChange” is the effect size estimate. It indicates changes in expression for a given sample group in comparison to controls. This value is reported on a logarithmic scale to base 2. The column “Padj”, or Benjamini-Hochberg-adjusted P-values, is the fraction of false positives (the false discovery rate, FDR) among the genes that are called differentially expressed for the corresponding P-value.

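The table lists miRNAs, and the sheet available here holds 9 gene identifiers, all present in the counts. In edgeR 6 of the 9 passed the threshold in at least 1 sample group.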

**Table S2.** Ensembl gene id and symbol for the 97 miRNAs that were found significantly differentially expressed for at least one of the sample groups (see S1 Table).

**Table S3.** Ensembl gene id and symbol for the 9 lncRNAs that were found significantly differentially expressed for at least one of the sample groups (see S1 Table).

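The table lists lncRNAs, and the sheet available here holds 97 gene identifiers, of which 62 passed the threshold in at least 1 sample group in edgeR.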

**Table S4.** Functional analysis for enriched biological functions, processes and pathways related to the 166 genes which were significantly differentially expressed in all samples compared to controls. The background gene list used for this analysis was the list of all annotated canine protein-coding genes in the Ensembl database^2^ (release 85, fpt://ftp.ensembl.org/pub/release-85/gtf/canis_familiaris). The analysis was performed using DAVID^3,4^ (see Methods).

**Table S5.** Functional analysis for enriched biological functions, processes and pathways related to the 4,088 genes which were significantly differentially expressed in at least one B-cell lymphoma or B-cell-derived cell line sample compared to controls. The background gene list used for this analysis was the list of all annotated canine protein-coding genes in the Ensembl database (release 85, fpt://ftp.ensembl.org/pub/release-85/gtf/canis_familiaris, ^2^). The analysis was performed using DAVID (^3,4^, see Methods).

**Table S6.** Functional analysis for enriched biological functions, processes and pathways related to the 4,305 genes which were significantly differentially expressed in at least one probable T-cell lymphoma or T-cell-derived cell line sample compared to controls. The background gene list used for this analysis was the list of all annotated canine protein-coding genes in the Ensembl database^2^ (release 85, fpt://ftp.ensembl.org/pub/release-85/gtf/canis_familiaris). The analysis was performed using DAVID^3,4^ (see Methods).

**Table S7.** List of KEGG pathways associated with each unit in the self-organizing map (SOM). Pathway net expression values are indicated for each sample group (see Figure 4 and Methods).

**References**

1 pheatmap: Pretty Heatmaps v. version 1.0.8 (2015).

2 Yates, A. *et al.* Ensembl 2016. *Nucleic Acids Res* **44**, D710-716, doi:10.1093/nar/gkv1157 (2016).

3 Huang, D. W., Sherman, B. T. & Lempicki, R. A. Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. *Nucleic Acids Res* **37**, 1-13, doi:10.1093/nar/gkn923 (2009).

4 Huang, D. W., Sherman, B. T. & Lempicki, R. A. Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. *Nat Protoc* **4**, 44-57, doi:10.1038/nprot.2008.211 (2009).

How the deposited data were processed for this re-analysis (not part of the article)

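The data are RNA sequencing read counts of 37 canine samples, comprising 4 non-neoplastic lymph nodes used as controls, 12 B-cell lymphomas, 4 probable T-cell lymphomas and 17 samples of 5 lymphoid cell lines. The authors made these counts from 100-bp paired-end reads of poly-A RNA, which they mapped to CanFam3.1 with BWA, cleared of duplicates and low quality mappings with Picard and samtools, and counted on Ensembl genes with HTSeq. The deposited values are raw counts per gene and sample, without normalization, with totals for reads outside genes and for reads on more than 1 gene. The strandedness setting of the counting is not stated. Reads on more than 1 gene, such as those of overlapping genes, were left out of the gene counts by the authors' counting.

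Samples were grouped by their titles, whose group sizes match the paper. The flow cytometry field of the labels disagrees with the titles for many samples, among them all 4 controls, and was not used. The titles of the CLBL-1 and CLBL-1M samples disagree with the names of their data, and exchanging the names was an alternative. Between 1962722 and 4863730 reads per sample were counted on genes (median 2942360), a range of 2.48 times, and 3 counts, the smallest expression taken as visible, represent 0.6168 to 1.528 CPM. Reads outside genes made up 68.04 to 82.86% of the reads in the files.

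All computations started from the counts. Of 32704 genes, 25270 had at least 1 count and 15162 remained after the paper's filter, in which the highest CPM over samples had to lie above the 40th percentile. No annotation was used here, so the genes were not restricted to protein-coding genes as the paper's were. In R 4.3.3, edgeR 4.0.16 with TMM normalization fitted 1 quasi-likelihood model with 8 groups to all 37 samples, and each group was compared with the 4 controls. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 1e-05. Standard errors were computed as the absolute log2 fold-change divided by the square root of the F statistic. DESeq2 1.42.0, in place of the version the authors used, gave the rlog and vst values and the Wald tests, with and without a prior on fold-changes. The rlog values of genes with reads in nearly a single sample depended on the threads and processor kernel of the linear algebra library, so 1 thread and 1 kernel were fixed. PCA used centered and scaled values. Distances between groups were compared by exact permutation tests over all splits of the samples. The procedure was tested on simulated counts with 200 genes changed by 3 on the log2 scale in 1 group, where edgeR recovered 73.5% (B-cell lymphomas) and 59% (OSW) of them and called 0 unchanged genes. At an adjusted p-value of 0.05 edgeR recovered 96.5% and 89%, calling 11 and 5 unchanged genes. The simulated changes spared genes with few reads, were up as often as down, and left the spread of a gene the same in all groups. These rates need not hold for the real counts.

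The genes named in the text follow a rule set before the processed files arrived: every gene the results text names with a measurement, the miRNAs of Table S2, MHC class II genes, and the 5 up- and 5 down-regulated genes with the largest log2 fold-change in each lymphoma group among those past the threshold and with every sample beyond every control. Genes known only by symbol could not be found by identifier and were left out, as were the marker genes. MHC class II genes were taken from the list in Table S6, and DNA replication genes from the list in Table S5.

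The alternatives were DESeq2 with and without a prior on fold-changes, RLE size factors, no filter and edgeR's filterByExpr. They also included fits of only the group and its controls, the replicate number as a block and counts thinned to 1962722 per sample. Further alternatives were the exchange of the CLBL-1 and CLBL-1M names and a cut-off of 0.05. Replicates were left out in turn, for counts and fold-changes only in the controls and the groups of 2 to 5 samples. For the projections and distances the alternatives were vst, log2(CPM + 1), centering without scaling and the filtered genes. Controls of the same library batch, inferred from the share of reads on more than 1 gene and named in no label, and genes numbered below the first lncRNA of Table S3, were added after seeing the data. Some rules for calling a value changed were set by hand after the files arrived, namely a ratio above 1.5 for the variance shares and the tolerance of 0.5 for rlog differences of the miRNAs. The number of differentially expressed genes was also counted for up to 100 other splits of the samples of each comparison with at least 3 samples per group. Pathway, ontology, motif and self-organizing map results were left out because they need annotation that was not available.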

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

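Of 89 groups of 4 to 10 values examined, 9 had a highest or lowest sample far from the others by Dixon's criterion, where about 4 would be flagged by chance. They were 83.13 CPM of ENSCAFG00000020626 and 20.37 CPM of ENSCAFG00000030722 in CLBL-1M replicate 2, 0.4435 CPM of ENSCAFG00000033802 in probable T-cell lymphoma replicate 3, 37.8 CPM of ENSCAFG00000026726 in control replicate 2 and 8.62 CPM of ENSCAFG00000038320 in OSW replicate 1. In control replicate 4 they were 2.779% of reads overlapping more than 1 gene, 15.31 CPM of ENSCAFG00000020626, 5.603 CPM of ENSCAFG00000027299 and 55.28 CPM of ENSCAFG00000032467. The value in probable T-cell lymphoma replicate 3 is below 3 counts. Apart from those in control replicate 4, no explanation was tested for these flags, and these 5 are close to the 4 that chance gives.

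Control replicate 4 differed from the other controls in 9 genes at the threshold and in 216 genes at an edgeR adjusted p of 0.05, 175 of the latter higher. The data that flagged it further are genes the paper does not discuss: 122 genes were higher, and 43 lower, in control replicate 4 and all 17 cell line samples than in every other sample. A library or sequencing batch shared by control replicate 4 and the cell lines is a candidate explanation, for which the 165 genes stand against 0, 4 and 1 when control replicates 1, 2 and 3 took its place. The same exchange with each of the 20 primary samples gave up to 112 genes, for probable T-cell lymphoma replicate 2, so that the number alone does not single out control replicate 4. A mislabelled cell line sample was tested by the mean rlog distance, which was 110.9 to the other controls and 231.6 to the nearest cell line, a difference of -120.7, and the sample lies with the controls. Greater depth was tested by thinning all samples to 1 total, after which 145 genes set control replicate 4 and the cell lines apart. The thinning could decide nothing, because control replicate 4 was not deeper on genes to begin with. It had 2300729 counts, below the 3034152 of control replicate 3 and the median of 2942360 over all samples. RNA of a cell line mixed into the sample could not be excluded: 43 of the 122 higher genes exceeded the cell lines' median in control replicate 4 and 11 exceeded every cell line sample, with a median log2 ratio of -0.3903. Of the explanations tested, the batch and a mixture therefore remain. Control replicate 4 also had the highest share of reads outside genes, 82.86%. That share was 76.17 to 77.56% in the other controls and 68.04 to 77.63% in the cell lines. On this measure control replicate 4 lay apart from both, and no explanation was tested for it. The predictions for all but the depth were written after the separation had been seen, and no biological explanation was tested.

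ENSCAFG00000032467, with 55.28 CPM in control replicate 4 and 0 in the other controls, was down-regulated in the B-cell lymphomas by a log2 fold-change of -7.2 (edgeR adjusted p = 1.04e-06). Against control replicates 1 to 3 it was 1.16 (edgeR adjusted p = 0.522), as predicted for a batch shared with the cell lines. These controls had 0 counts, so that a fall against them was not possible. The result therefore cannot tell a batch from another cause of the reads in control replicate 4. The gene had at most 1 count in each of 16 of 16 lymphomas and 17 to 98 in 17 of 17 cell line samples. The prediction was written after the counts had been seen. The 3 miRNAs that the paper reports as up-regulated had a mean log2 fold-change over the 5 lines of 2.67 against all controls, 4.45 against control replicates 1 to 3 and 1.07 against control replicate 4. A batch shared by control replicate 4 and the cell lines may therefore account for part of their up-regulation. The criterion for this test, a share of the change against control replicates 1 to 3, was set after the outlying values of control replicate 4 had been seen. Control replicate 4 is a single sample, and a difference between the lymph nodes themselves cannot be told apart from the batch. The mean also covers unlike genes. The lymphomas lie on the side of control replicates 1 to 3, yet their median for ENSCAFG00000020626 was 14.1 CPM, near the 15.3 CPM of control replicate 4. For ENSCAFG00000027299 and ENSCAFG00000030722 the lymphoma medians were 1.78 and 5.81 CPM, against 5.6 and 15.7 CPM in control replicate 4.

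SHCBP1 and FLT3 differed between GL-1 and the other groups by -8.31 and 7.88 on the log2 scale (edgeR adjusted p = 7.54e-08 and 1.12e-15). GL-1 is 1 sample, so the difference rests on the spread of the other groups. The signs in GL-1 were kept under every alternative, with log2 fold-changes of -4.99 and 4.02 against control replicate 4 alone, and a batch difference between GL-1 and the other cell lines was not tested.

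The direct edgeR contrasts flagged 1673 genes between the B-cell lymphomas and the B-cell-derived lines and 967 between the probable T-cell lymphomas and the T-cell-derived lines. All lymphomas and all cell lines lie on opposite sides of the separation by ambiguous reads. If the separation marks a batch, these contrasts alone cannot tell the genes from a batch difference. Only the controls lie on both sides, with control replicate 4 alone beside the cell lines. No fit with a batch term was made. RNA from stroma, vessels and macrophages in the lymph nodes, and from intestinal epithelium in the intestinal lymphomas, was to be tested with marker genes, which could not be identified without gene symbols.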

How the results depend on the processing

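The main settings, the alternatives and the tests' designs were fixed before the processed files arrived, except 2 alternatives that were chosen after seeing the data. These were comparisons with controls of the same library batch, which was inferred from reads overlapping more than 1 gene, and a set of genes numbered below the first lncRNA of Table S3. The definition of down-regulated genes was also chosen after seeing the data, and genes of all biotypes were tested because no annotation was used here. The main counts of differentially expressed genes in edgeR were 4281 in any sample group, 983 in lymphomas, 4065 in cell lines, 839 in B-cell lymphomas, 290 in probable T-cell lymphomas, 2525 in CLBL-1, 2542 in CLBL-1M, 137 in GL-1, 1870 in OSW, 1330 in CL-1, 546 down in lymphomas, 2394 down in cell lines, 146 in both lymphoma groups, 767 shared by lymphomas and a cell line, 27 in all 7 groups, 38 up in B-cell lymphomas and lines, 2 down in B-cell lymphomas and lines, 106 up in probable T-cell lymphomas and lines, 43 down in probable T-cell lymphomas and lines and 0 between CLBL-1 and CLBL-1M. A count was taken as changed when it moved by more than 1.5 times. vst and log2(CPM + 1) values in place of rlog changed no result. The distance between probable T-cell and B-cell lymphomas kept its sign and an exact p-value of at most 0.0022 under every alternative. Of the headline counts, only those in CLBL-1 and CLBL-1M, in any group and in cell lines were held within 1.5 times in every fit without 1 replicate, as were the count down in cell lines and the 0 genes between CLBL-1 and CLBL-1M.

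DESeq2's Wald test gave 6640 in any sample group, 1915 in lymphomas, 6250 in cell lines, 1509 in B-cell lymphomas, 846 in probable T-cell lymphomas, 3952 in CLBL-1, 3914 in CLBL-1M, 407 in GL-1, 3259 in OSW, 2693 in CL-1, 1223 down in lymphomas, 4183 down in cell lines, 440 in both lymphoma groups, 1525 shared by lymphomas and a cell line, 82 in all 7 groups, 79 up in B-cell lymphomas and lines, 41 down in B-cell lymphomas and lines, 200 up in probable T-cell lymphomas and lines, 218 down in probable T-cell lymphomas and lines and 6 between CLBL-1 and CLBL-1M. With a prior on fold-changes (betaPrior), DESeq2 gave 6767 in any sample group, 1903 in lymphomas, 6388 in cell lines, 1484 in B-cell lymphomas, 865 in probable T-cell lymphomas, 4000 in CLBL-1, 3973 in CLBL-1M, 883 in GL-1, 3349 in OSW, 2975 in CL-1, 1211 down in lymphomas, 4299 down in cell lines, 446 in both lymphoma groups, 1524 shared by lymphomas and a cell line, 139 in all 7 groups, 90 up in B-cell lymphomas and lines, 199 down in B-cell lymphomas and lines, 202 up in probable T-cell lymphomas and lines and 237 down in probable T-cell lymphomas and lines. The Wald test treats the estimated dispersion as known, while the quasi-likelihood test carries its uncertainty, which weighs most near so strict a threshold. In the simulated counts DESeq2 recovered more changed genes at this threshold, 90% against 73.5% in B-cell lymphomas and 76% against 59% in OSW. At 0.05 the tools recovered 96.5% each in B-cell lymphomas, and DESeq2 93.5% against edgeR's 89% in OSW. At that cut-off DESeq2 called 20 and 22 unchanged genes in these groups, and edgeR 11 and 5.

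The replicate block gave 2656 in any sample group, 121 in lymphomas, 2651 in cell lines, 28 in B-cell lymphomas, 100 in probable T-cell lymphomas, 1471 in CLBL-1, 1503 in CLBL-1M, 35 in GL-1, 871 in CL-1, 53 down in lymphomas, 1528 down in cell lines, 7 in both lymphoma groups, 116 shared by lymphomas and a cell line, 0 in all 7 groups, 0 up in B-cell lymphomas and lines, 0 down in B-cell lymphomas and lines and 31 up in probable T-cell lymphomas and lines. The replicate number runs to 12 only in the B-cell lymphomas, so those with numbers found in no other group add nothing to their comparison with the controls. The permutation p-value of 0.818 for a correlation between samples of the same number gives no ground for the pairing. A fit of only the group and the controls gave 268 in lymphomas, 268 in B-cell lymphomas, 0 in probable T-cell lymphomas, 1678 in CLBL-1M, 0 in GL-1, 88 in CL-1, 246 down in lymphomas, 0 in both lymphoma groups, 189 shared by lymphomas and a cell line, 0 in all 7 groups, 0 up in B-cell lymphomas and lines, 0 down in B-cell lymphomas and lines, 0 up in probable T-cell lymphomas and lines and 0 down in probable T-cell lymphomas and lines. It estimates the spread from 5 to 16 samples in place of 37.

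Controls of the same library batch gave 1322 in any sample group, 481 in lymphomas, 1048 in cell lines, 405 in B-cell lymphomas, 111 in probable T-cell lymphomas, 495 in CLBL-1, 547 in CLBL-1M, 23 in GL-1, 415 in OSW, 305 in CL-1, 343 down in lymphomas, 961 down in cell lines, 35 in both lymphoma groups, 207 shared by lymphomas and a cell line, 0 in all 7 groups, 0 up in B-cell lymphomas and lines, 0 down in B-cell lymphomas and lines, 2 up in probable T-cell lymphomas and lines and 25 down in probable T-cell lymphomas and lines. This setting leaves 1 control for the cell lines and 3 for the lymphomas, so that it loses power as well as changing the controls. At an adjusted p-value of 0.05 the edgeR counts were 13795 in any sample group, 8914 in lymphomas, 12898 in cell lines, 7117 in B-cell lymphomas, 5666 in probable T-cell lymphomas, 9130 in CLBL-1, 9092 in CLBL-1M, 4220 in GL-1, 8620 in OSW and 8005 in CL-1.

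Small counts also moved under settings that left the larger ones within 1.5 times. RLE size factors in edgeR gave 94 in both lymphoma groups, 15 in all 7 groups, 21 up in B-cell lymphomas and lines and 65 up in probable T-cell lymphomas and lines, filterByExpr gave 96 in both lymphoma groups, 17 in all 7 groups and 23 up in B-cell lymphomas and lines, thinned counts gave 16 in all 7 groups and 22 up in B-cell lymphomas and lines, and genes numbered below the first lncRNA gave 94 in both lymphoma groups, 17 in all 7 groups and 23 up in B-cell lymphomas and lines. These counts need a gene to pass in GL-1, which has 1 sample, or in the 4 probable T-cell lymphomas. The share of genes with an rlog difference within 2 of 0, 78.6% in the lowest and 91.22% in the highest group, was 66.05% and 82.59% with edgeR log2 fold-changes, 68.34% and 82.78% with betaPrior in DESeq2, and 87.11% and 94.73% with no filter. Centering without scaling put 33.23% and 20.48% of the variance of all genes on the first and second components, where the main values were 19.75% and 11.9%, since unscaled genes with large variance weigh more.

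Across the 24 fits that each left out 1 replicate of a group with 2 to 5 samples, or 1 control, the counts in edgeR ranged from 409 to 1170 in lymphomas, from 325 to 1052 in B-cell lymphomas, from 111 to 283 in probable T-cell lymphomas, from 62 to 169 in GL-1, from 1217 to 2160 in OSW, from 279 to 1537 in CL-1, from 261 to 666 down in lymphomas, from 33 to 152 in both lymphoma groups, from 319 to 943 shared by lymphomas and a cell line, from 2 to 34 in all 7 groups, from 4 to 50 up in B-cell lymphomas and lines, from 1 to 5 down in B-cell lymphomas and lines, from 28 to 109 up in probable T-cell lymphomas and lines and from 18 to 54 down in probable T-cell lymphomas and lines. The lowest counts in lymphomas together and in B-cell lymphomas came without control replicate 2 and the lowest in CL-1 without 1 of its 2 samples. The distance between CLBL-1 and CLBL-1M, -0.07427, ranged from -1.158 to 1.707 over 10 fits and was 0.01338 over genes passing the 40th percentile filter, so that its sign is not determined, with exact p-values of 0.175 or more throughout. ENSCAFG00000032467 in the B-cell lymphomas, -7.2 on the log2 scale, ranged from -7.62 to 1.16 and reversed to 1.16 without control replicate 4, which holds all of its control reads. Among results other than headline ones, 148 rows moved, 136 became weaker, 6 became stronger and 2 reversed, and 1831 were unchanged. Among headline rows, 175 moved, 5 reversed and 580 were unchanged.

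With a median total of 2942360 counts, 3 counts represent 0.6168 to 1.528 CPM, and for genes near that level an absence of counts was not told apart from low expression. Alternatives set beforehand that needed biotypes, symbols or a class of genes were not run: the test of miRNAs and lncRNAs within their class, TMM factors within a class, the direct contrast of the drug-target genes and the marker genes. No annotation was used here to identify them. Only the stand-in set of lncRNAs by gene number was fitted, where 64 genes passed in edgeR, and 37 with TMM factors within the set.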

Differences from the paper's values

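The paper's numbers of differentially expressed genes were higher than those computed here in several comparisons. In lymphomas 983 genes passed the threshold in edgeR against the paper's 1703, and 546 against the paper's 1055 were down-regulated. Both lymphoma groups shared 146 genes against the paper's 439, with 125 up against the paper's 227 and 20 down against the paper's 206, and 144 genes were exclusive to probable T-cell lymphomas against the paper's 418. Genes shared with a cell line in a single direction numbered 754 against the paper's 1362, 404 of them down against the paper's 881. DESeq2's Wald test with and without a prior on fold-changes had values within 1.5 times of the paper's for all of these. So did, for the lymphoma count and the shared count, the fit without probable T-cell lymphoma replicate 1, and for the down-regulated genes in lymphomas RLE size factors in edgeR. No other alternative set before the files arrived closed these gaps.

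All 7 groups shared 27 genes against the paper's 166, 26 up against the paper's 78 and 1 down against the paper's 86. In B-cell lymphomas and all B-cell-derived lines, 38 genes were up against the paper's 93 (10.53% against the paper's 19%) and 2 were down against the paper's 233 (0.4184% against the paper's 29%). In probable T-cell lymphomas and lines, 106 genes were up against the paper's 193 and 43 down against the paper's 265. Only DESeq2 with a prior on fold-changes closed the gap for the total over all 7 groups, for the down-regulated genes over all 7 groups and for those in B-cell lymphomas and lines, where its values were 139, 63 and 199 (20.47%). DESeq2's Wald test with and without that prior closed the others. The paper's methods name moderated log2 fold-changes and the DESeq2 Wald test.

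Of the lncRNAs of Table S3, 62 passed against the paper's 97, and 15 against the paper's 28 in B-cell lymphomas. DESeq2 with and without the prior closed both gaps, and each fit without 1 probable T-cell lymphoma closed the first.  The lowest and highest rlog differences of the miRNAs were -3.55 and 3.12 against the paper's -2.6 and 2.4, and no alternative had been set for them.

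The first and second components of the differentially expressed genes held 43.5% and 17.46% of the variance against the paper's 15% and 10%, and none of the alternatives closed the gap. For all genes they held 19.75% and 11.9%, against about 32% in Fig. S1, read by eye, and the paper's 20.8%. Centering without scaling, with 33.23% and 20.48%, closed that gap, and vst and log2(CPM + 1) did not. After seeing the values, it was noticed that the paper's percentages for the differentially expressed genes are within 1.5 times of those found here for all genes, and the reverse.

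SHCBP1 had a log2 fold-change of 2.63 in CLBL-1M against the paper's 2.24 and -5.76 in GL-1 against the paper's -4.66. The first gap was closed by DESeq2 with and without the prior, RLE size factors, filterByExpr, only the group and the controls, the replicate block, thinned counts, the exchange of CLBL-1 and CLBL-1M, and the fits without control replicate 2 or 4, CLBL-1M replicate 4 or CL-1 replicate 1 or 2. The second was closed by DESeq2 with the prior and by the fit without control replicate 1. FLT3 had -4.15 in CLBL-1 against the paper's -5.31 and -5.18 in CLBL-1M against the paper's -4.29, gaps that only the exchange of CLBL-1 and CLBL-1M closed. The files hold a median of 10.39 M reads per sample against the paper's 30 M, and no alternative bears on this. Whether the files count reads or read pairs is not stated, and duplicates were removed before counting. The 2 values may therefore differ in what they count.

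The paper reports 3 miRNAs up-regulated in at least 1 sample group. In edgeR 0 passed the threshold, while DESeq2's Wald test, with and without a prior on fold-changes, called 1, ENSCAFG00000030722, and edgeR without control replicate 4 called 4. The paper reports SHCBP1 and FLT3 as differentially expressed in all groups, and in edgeR SHCBP1 in GL-1 (adjusted p = 6.27e-05) and FLT3 in GL-1 and the probable T-cell lymphomas (adjusted p = 5.59e-05 and 0.000145) did not pass the threshold. In DESeq2 with the prior, SHCBP1 in GL-1 (adjusted p = 2.77e-06) and FLT3 in the probable T-cell lymphomas (adjusted p = 1.44e-07) passed, and FLT3 in GL-1 (adjusted p = 2.26e-05) did not. The paper's legends give the number of miRNAs for Table S3 and that of lncRNAs for Table S2, while the sheets hold 9 miRNAs and 97 lncRNAs.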

Other observations

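The samples titled CLBL-1 may carry the name of CLBL-1M and the reverse. Over 1998 genes of Table S1, DESeq2 log2 fold-changes of the samples titled CLBL-1 lay nearer to the paper's CLBL-1M column in 92.29% (1844 genes), with root mean square differences of 0.196 from the CLBL-1M column and 0.476 from the CLBL-1 column, and those of the samples titled CLBL-1M lay nearer to the paper's CLBL-1 column in 84.38% (1686 genes, root mean square differences of 0.193 and 0.447). The prediction was written before the result was seen. The comparison shows that the paper's columns follow the exchanged names, and not which name is right for the cells. Expression gives little help, since 0 genes differed between the lines.

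Other splits of the samples were fitted in the same way. For the B-cell lymphomas against controls 1 of 100 splits, the real one, gave as many differentially expressed genes as the real split, with at most 1 gene in another split. The result was 1 of 35 splits for the probable T-cell lymphomas (at most 0 genes in another), 1 of 100 for CLBL-1 (at most 60), 1 of 100 for CLBL-1M (at most 361) and 1 of 35 for OSW (at most 0). For CLBL-1 against CLBL-1M the real count was 0, so that 100 of 100 splits give as many by construction, and this says nothing about the lines. No split of lymphomas or cell lines from controls removes the inferred batch, since all 17 cell line samples share 1 side of the separation.

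More genes were differentially expressed in cell lines than in lymphomas. Whether a batch shared by control replicate 4 and the cell lines could explain this was first tested by the direction of the main calls against control replicate 4, which was kept by 8404 of 8404 (100%). That test was partly fixed in advance, because control replicate 4 is among the controls, and after its result was seen it was replaced. In the second test, genes were called against control replicates 1 to 3 only, and 99.14% (7283 of 7346 calls) had the same direction against control replicate 4, with 91.29% changing by at least 1 on the log2 scale. The prediction served both tests and was written after the separation had been seen. Loss of direction was thus rare, but the number of genes past the threshold fell to 1048 against control replicate 4 alone and rests on a single control, and a batch effect in the lymphomas was not tested.

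The MHC class II genes were lower in every OSW sample than in control replicate 4 for 9 of 9 genes. For these 9 genes, a batch shared by the cell lines and control replicate 4 would not account for the loss. The genes were listed in the paper because they changed in these data, with control replicate 4 among the controls, so that the count is partly set by the selection. The prediction was written after the fold-changes had been seen. Reads shared between paralogs of this family were not tested, and OSW is a single line, so no biological explanation can be singled out.

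The 3 CLBL-1 and CLBL-1M samples with the fewest counts lay apart from the other 7, with a difference of mean distances of 11.9 in rlog values (exact permutation test, p = 0.00833, the smallest that 120 splits can give). Lower depth was predicted to bring this near 0 after thinning. It was 14.92 in log2(CPM + 1) values as deposited and 11.99 after all samples were thinned to 1 total. The samples were picked by their depth, and culture or library differences between them may remain as explanations that no label allows to be tested.

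The T-cell lymphoma was nearer to the intestinal lymphomas than to the B-cell lymphomas in the first 2 principal components (16.66 against 48.59) but not over all genes (178 against 164.9). These distances were computed after the other results had been seen. The probable T-cell lymphomas were 177.9 apart on average, against 106.3 for the B-cell lymphomas. The exact p-value of 0.000549 for the distance between the groups at the claim compares it with distances within both groups, most of which are between B-cell lymphomas, and thus partly measures how alike the B-cell lymphomas are. Markers of intestinal epithelium and of B and T lineages were to be compared, and could not be identified by gene.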
